# PTEN restrains SHH medulloblastoma growth through cell autonomous and nonautonomous mechanisms

**DOI:** 10.7554/eLife.108190

**Published:** 2026-04-17

**Authors:** Zhimin Lao, Salsabiel El Nagar, Yinwen Liang, Daniel Stephen, Alexandra L Joyner

**Keywords:** Sonic hedgehog, cell survival, metastasis, transcriptomics, Mouse

## Abstract

A third of patients with the pediatric cerebellar tumor Medulloblastoma (MB) have mutations that activate Sonic hedgehog (SHH) signaling (SHH-MB subgroup). The contribution of secondary mutations to tumor severity, however, is not clear. *PTEN* mutations are enriched in the SHH-1 subtype that has the lowest survival rate. Widespread heterozygous loss of *Pten* in two SHH-MB mouse models increases penetrance and accelerates onset of differentiated tumors. We delineated cellular and transcriptional changes that accelerate tumor growth and cause differentiation using a sporadic SHH-MB mouse model expressing oncogenic SmoM2 in rare cerebellar granule cell precursors (GCPs) and scRNA-seq analysis. Homozygous but not heterozygous sporadic loss of *Pten* resulted in rapid acceleration of tumor growth and end-stage disease by 40 days, compared to ~25% survival in control SmoM2 mice at 100 days. Heterozygous *PTEN* mutations, therefore, should negatively impact disease outcome primarily with germline mutations. Loss of *Pten* in normal or SmoM2-expressing GCPs increased proliferation and enhanced progenitor state initially, but by 12 days *Pten* mutant SmoM2 tumors were highly differentiated due to increased survival of non-proliferating GCPs. Furthermore, macrophage infiltration and cytotoxicity appeared reduced in differentiated regions of tumors lacking *Pten*, indicating cell nonautonomous changes could also contribute to accelerated tumor growth.

## Introduction

Medulloblastoma (MB) is a brain tumor seen mainly in pediatric patients and which has four molecular subgroups, WNT, SHH, Group 3, and Group 4 (Taylor et al., 2012). The Sonic hedgehog subgroup of MB (SHH-MB) constitutes approximately 30% of MB and is characterized by mutations that constitutively activate SHH signaling. Most SHH-MBs have one of four types of mutations that activate SHH signaling: activating mutations in *SMO*, loss-of-function mutations in the pathway inhibitors *PTCH1* and *SUFU,* or loss of *TP53* in association with amplification of the pathway effectors *GLI2* or *MYCN*. SHH-MB is further divided into four subtypes based on molecular, biological, and clinical parameters (Cavalli et al., 2017; Kool et al., 2014; Robinson et al., 2018; Schwalbe et al., 2017; Garcia-Lopez et al., 2021). The work on SHH-MB subtypes has highlighted that particular secondary mutations likely contribute to tumor severity. For example, heterozygous *PTEN* and *KMT2D* loss-of-function mutations are enriched in the SHH-1 or beta subtype, which has the lowest overall survival rate and highest frequency of metastasis and occurs primarily in infants (<4 years). Our recent work on the chromatin modifier *KMT2D* using two SHH-MB mouse models showed that when one or two copies of *Kmt2d* are deleted, not only is there a nearly twofold increase in tumor penetrance with a Classic tumor cytoarchitecture (highly proliferative), but also strikingly a near 100% penetrance of spinal cord metastasis and hindbrain invasion (Sanghrajka et al., 2023). The transcriptional/chromatin landscape of mouse *Kmt2d* mutant SHH-MB primary and metastatic tumors was found to be shifted towards decreased expression of neural differentiation genes and an increase in oncogenes seen in more aggressive tumors compared to tumors with intact *Kmt2d* (Sanghrajka et al., 2023). Thus, mouse models support the clinical data that loss of *KMT2D* contributes to more aggressive disease.

The gene encoding the dual specificity phosphatase *PTEN* (Phosphatase and TENsin homolog deleted on chromosome 10) is one of the most frequently mutated tumor suppressor genes in human cancers (Lee et al., 2018) and is mutated in ~5% of SHH-MB (Kool et al., 2014). PTEN regulates an array of cellular functions, including cell survival, proliferation, and metabolism through attenuating phosphoinositide-3 kinase (PI3K-AKT) signaling and genome stability through nuclear functions. Recent work showed that PTEN also can be secreted and act in a cell nonautonomous manner (Hopkins et al., 2013; Putz et al., 2012; Zhang et al., 2024). PTEN is secreted by tumor cells via binding to TMED10 and then binds to PLXDC2 on tumor-associated macrophages (TAMs) and induces inflammatory status through triggering JAK2-STAT signaling, thus contributing to the tumor suppressor function of PTEN. Mouse models of SHH-MB indicate loss of *Pten* increases tumor incidence, but the underlying cell autonomous and nonautonomous reasons and impact on metastasis are not as clear (Castellino et al., 2010; Metcalfe et al., 2013).

SHH-MB arises in *Atoh1*-expressing granule cell precursors (GCPs) on the surface of the developing cerebellum. These precursor cells are dependent on SHH signaling for their sustained proliferation and major expansion during the first two weeks after birth in mice (Corrales et al., 2006; Lewis et al., 2004; Joyner and Bayin, 2022). In a mouse model of SHH-MB in which a *Neurod2* promoter drives expression of an oncogenic form of SMO (SmoA1) in the GCP-lineage, heterozygous loss of *Pten* in all cells (null mutation) or conditional knock-out in Nestin-expressing cells, which includes all cerebellar cells (Tronche et al., 1999), leads to increased penetrance and earlier onset of tumor formation with no increase in metastasis (Castellino et al., 2010). Whereas most mouse models of SHH-MB have a classic (highly proliferative) histology, the *Pten* heterozygous mutant tumors have a nodular character with extensive regions of neural differentiation (NeuN + cells) and an apparent decrease in cell death and increase in angiogenesis. In a mouse SHH-MB conditional model in which *Ptch1* is homozygously deleted at embryonic day 14 (E14) in all GCPs (*Atoh1-Cre*), additional homozygous loss of *Pten* leads to rapid tumor formation, and heterozygous loss leads to a slightly more aggressive phenotype than *Ptch1* loss alone (Metcalfe et al., 2013). Similar to *Neurod2*-SmoA1 tumors, in *Ptch1* mutant tumors, *Pten* loss causes highly differentiated tumors with decreased cell death. In a mutagenic screen for increased SHH-MB penetrance and metastasis using a Sleeping Beauty transposon approach in mice with heterozygous mutations in *Ptch1* or *Trp53*, insertions found in tumors with spinal cord metastasis were associated with mutations in *Pten*, *Akt2, Pik3r1,* and *Igf2,* implicating increased PI3K signaling in metastasis (Wu et al., 2012). Consistent with this, in a mouse model where *Shh* is expressed in GCPs, additional expression of an activated form of AKT increases tumor incidence and spinal cord metastasis (Wu et al., 2012; Mumert et al., 2012). Data from human tumors support that a reduction in *PTEN* protein enhances tumor progression, since SHH-MB human patients with reduced or no PTEN protein have a worse overall survival (Castellino et al., 2010). However, no correlation was seen between PTEN protein level and histology or metastasis. Thus, several questions remain as to whether *Pten* loss increases metastasis, what accounts for the faster growth and a more differentiated cellular phenotype in mouse *Pten* mutant SHH-MBs, and why only in some models *Pten* heterozygous loss is sufficient to greatly enhance tumor progression.

We addressed these questions by comparing tumor progression and spinal cord metastasis in a sporadic mouse model of SHH-MB in which rare GCPs are induced to express an oncogenic form of SMO, SmoM2, at postnatal day 0 (P0) and have deletion of one or both copies of *Pten*. We found that only homozygous loss of *Pten* combined with SmoM2 expression enhances tumor progression in this sporadic model, and metastasis is not increased. Furthermore, the differentiated phenotype of the tumors is primarily due to a specific decrease in cell death of non-proliferative cells in the tumors, whereas cell death is as high in regions of high proliferation as in SmoM2-expressing tumors with normal *Pten* or heterozygous loss of *Pten*. Loss of *Pten* in normal GCPs, or those expressing SmoM2, leads to a mild initial increase in the proliferation index, indicating a cell autonomous function of PTEN in reducing proliferation. Single-cell RNA-sequencing (scRNA-seq) analysis revealed that proliferating tumor cells that lack *Pten* not only have the expected increase in mTOR signaling, but also have altered expression of genes involved in neural differentiation and downregulation of inflammatory and interferon alpha response genes. Homozygous loss of *Pten* in GCPs also leads to a major decrease in infiltration of macrophages into tumors and an altered transcriptome indicating reduced cytotoxicity, revealing a possible cell nonautonomous function of PTEN that normally reduces tumor progression.

## Results

### *PTEN* mutations co-occur with mutations that activate SHH-signaling in human SHH-MB

Using the cBioPortal (Gao et al., 2013; Cerami et al., 2012) and a dataset of 127 patient samples considered to be SHH-MB (Kool et al., 2014), we determined whether patients with mutations that activate SHH-signaling have *PTEN* mutations. 4.3% of the 127 samples had a mutation in *PTEN* and furthermore 4/5 of the mutations co-occurred with mutations that activate SHH-signaling (*PTCH1*, *SUFU,* or *SMO*; Figure 1A). Thus, although the *PTEN* mutations were detected in a low percentage of patient tumors, *PTEN* appears to be predominantly mutated in SHH-MB along with mutations that activate SHH-signaling.

**Figure 1.**
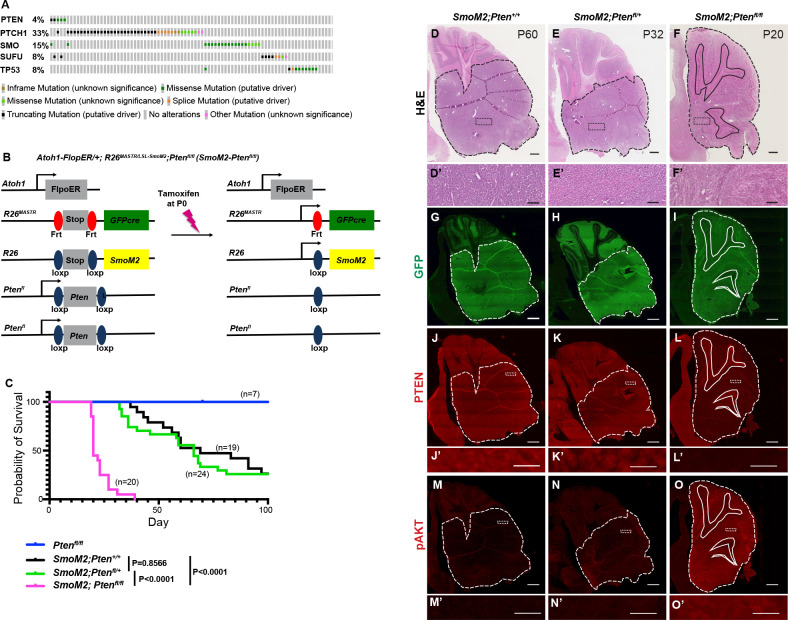
Homozygous but not heterozygous loss of *Pten* in a sporadic mouse model of SmoM2 SHH-MB increases penetrance and reduces time of disease onset. (**A**) An Oncoprint of 27 patient samples considered to be SHH-MB (Kool et al., 2014) using the cBioPortal (Gao et al., 2013; Cerami et al., 2012) showing the frequency of mutations in *PTEN* and genes that activate the SHH pathway showing co-occurrences. (**B**) Schematic showing Mosaic mutant Analysis with Spatial and Temporal Regulation (MASTR) technique used to model SHH-MB by expressing SmoM2 in scattered GCPs starting at P0 and deleting one or two copies of *Pten* (*Atoh1-FlpoER/+; R26^MASTR/LSL-SmoM2^; Pten^fl/fl^* or SmoM2*-Pten^fl/fl^* mice). (**C**) Kaplan-Meier curve and statistics (below) for survival of SmoM2 mice compared to SmoM2*-Pten^fl/fl^* and SmoM2*-Pten^fl/+^* mice. Statistics were calculated using the log-rank test. (**D–F**) Representative images of hematoxylin and eosin (H&E) stained sagittal sections of end stage tumors from SmoM2, SmoM2*-Pten^fl/+^*, and SmoM2*-Pten^fl/fl^* mice with higher magnification images shown below (n>8 per genotype). Scale bars indicate 1 mm (**D–F**) and 100 μm (**D’-F’**). (**G–I**) GFP-stained sagittal sections of end-stage tumors from the indicated mutants (n=5–8 per genotype G-O). Scale bar indicates 1 mm. (**J–L**) Sagittal sections of end-stage tumors from the indicated mutants stained for PTEN (**J–L**) or pAKT (**M–O**) with higher magnifications below. Scale bars indicate 1 mm (**J–O**) and 20 μm (**J’-O’**). (**D–O**) Dashed lines outline the tumors, solid lines outline IGL, dotted rectangles indicate location of high-magnification images.

**Figure 1—figure supplement 1.**
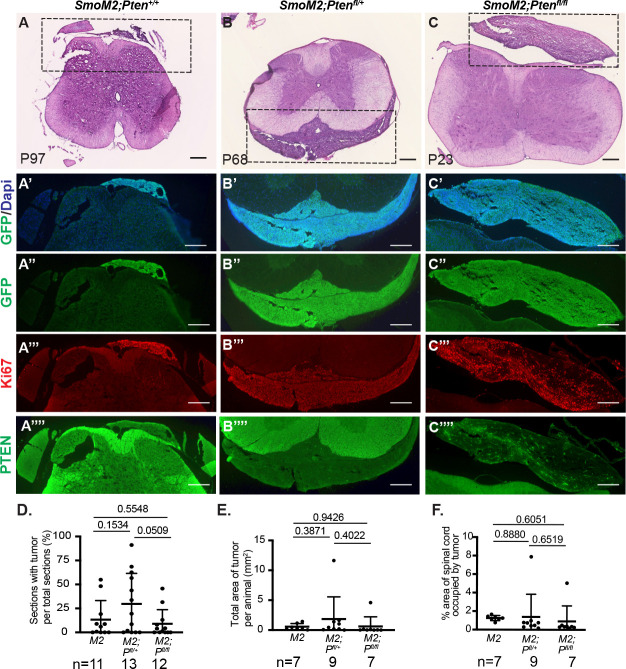
Loss of *Pten* does not increase metastasis to the spinal cord in SmoM2 SHH-MB. (**A–C**) Coronal sections of spinal cords stained with H&E from mice of the indicated three genotypes showing metastatic lesions at end stage. Dashed rectangles indicate locations of images below stained for the proteins and DAPI indicated on the left. Scale bars indicate 200 μm. (**D**) Quantification of percentage of sections with a tumor for each animal analyzed. (**E**) Quantification of the total area of the tumor on all the sections. (**F**) Quantification of the area of each tumor as a percentage of the spinal cord area in each section. (**D–F**) Number of animals per genotype (n=) are indicated below graphs. All statistics were determined using an unpaired t-test comparing SmoM2 tumors to each of the *Pten* mutants or the *Pten* mutants to each other. Bars in scatter graphs represent mean ± standard deviation (SD) for all the samples; individual data points are shown.

### Homozygous loss of *Pten* in sporadic SHH-MB accelerates growth and increases penetrance to 100%

We next used our mosaic mutant technique (MASTR; Lao et al., 2012) to test the impact of lowering *Pten* in a sporadic mouse model of SHH-MB. The approach involves inducing expression of an oncogenic form of the SHH receptor SMO (SmoM2) and eGFP in ~20,000 GCPs (~0.1%) at P0 (Figure 1B; Lao et al., 2012; Tan et al., 2018; Mao et al., 2006). The model allows penetrance and survival time to be determined since less than 75% of mutant mice die by 100 days. Using the model, we asked whether loss of one or both copies of *Pten* (Trotman et al., 2003) in rare GCPs-expressing SmoM2 changes the survival curves of mice by comparing *Atoh1-FlpoER/+; R26^MASTR/LSL-SmoM2^* mice (referred to as SmoM2) to *Atoh1-FlpoER/+; R26^MASTR/LSL-SmoM2^; Pten^fl/fl^* (referred to as SmoM2*-Pten^fl/fl^*) and *Atoh1-FlpoER/+; R26^MASTR/LSL-SmoM2^; Pten^fl/+^* (referred to as SmoM2*-Pten^fl/+^*) mice administered tamoxifen at P0 (Figure 1B). Strikingly, all SmoM2*-Pten^fl/fl^* mice succumbed to disease between P20 and P40, whereas SmoM2 and SmoM2*-Pten^fl/+^* mice began dying at ~P40 and by P100, ~25% of mice of both genotypes survived (Figure 1C). Thus, loss of both *Pten* alleles is required to accelerate tumor progression in a mosaic SmoM2 model of SHH-MB, unlike a *Neurod2*-SmoA1 model with germline or broad neural deletion of *Pten* in the cerebellum where heterozygous deletion is sufficient (Castellino et al., 2010).

### Homozygous and heterozygous loss of *Pten* does not increase metastasis to the spinal cord in SmoM2 SHH-MB

Given the different reported findings as to whether *Pten* loss increases metastasis in mouse models of SHH-MB, we asked whether in our sporadic SmoM2 mice loss of *Pten* alters the frequency of spinal cord metastasis when mice show signs of brain tumor disease. Coronal spinal cord sections of each mouse (n=55–138 sections per mouse) were analyzed by cytology for the presence of spinal cord metastasis and tumors were confirmed with immunohistochemical (IHC) staining for GFP, Ki67, and PTEN (Figure 1—figure supplement 1A–C). Quantification of the percentage of mice that had at least 2 sections with more than a few tumor cells showed a similar tumor incidence between the three genotypes (SmoM2: 64%, n=11; SmoM2*-Pten^fl/+^*: 69%, n=13; SmoM2*-Pten^fl/fl^*: 58%, n=12). Furthermore, quantification of the percentage of spinal cord sections per mouse with tumor cells showed no difference between the *Pten* mutant tumors and *SmoM2* (Figure 1—figure supplement 1D). Likewise, measuring the area of the tumors did not detect a difference in metastatic disease when *Pten* was lowered or deleted (Figure 1—figure supplement 1E and F). Thus, in mouse sporadic SmoM2 SHH-MB, heterozygous or homozygous loss of *Pten* does not appear to increase spinal cord metastasis.

### *Pten* loss in a SmoM2 sporadic mouse model of SHH-MB induces highly differentiated tumors

Hematoxylin and eosin (H&E) staining of primary tumor sections indicated that homozygous loss of *Pten* results in tumors with decreased cellularity (Figure 1D–F). IHC staining of tumor sections at end stage confirmed that most tumor cells expressed GFP (Figure 1G-I) and only SmoM2*-Pten^fl/fl^* tumors lacked PTEN (Figure 1J-L) and had strong Phospho-AKT (pAKT; Figure 1M-O) and pS6 staining (Figure 2—figure supplement 1A–D), thus confirming absence of PTEN and activation of mTOR (mammalian target of rapamycin) signaling only in SmoM2*-Pten^fl/fl^* tumors. Staining with markers of cell proliferation (Ki67) and differentiation revealed that whereas SmoM2 tumors consisted of mostly Ki67 + cells, SmoM2*-Pten^fl/fl^* tumors were highly differentiated, expressing the post-mitotic marker P27 and neural differentiation marker NeuN, with only small areas of proliferative cells (Figure 2A–H). The SmoM2 tumors had broad expression of the SHH target gene *Gli1*, whereas the SmoM2*-Pten^fl/fl^* tumors expressed *Gli1* mRNA only in Ki67 + regions of the tumors (Figure 2I–L), which was complementary to the neural differentiation marker Synaptophysin (SYP/*Syp*) that was absent from SmoM2 tumors (Figure 2K–P). Thus, despite SmoM2 being expressed in the differentiated cells of the SmoM2*-Pten^fl/fl^* tumors, SHH signaling is downregulated specifically in differentiated cells. Interestingly, in 3/9 tumors from SmoM2*-Pten^fl/+^* mice some sections had patches of cells devoid of PTEN and positive for pAKT, indicating spontaneous loss of the second allele of *Pten* in rare cells that expand as a coherent group (Figure 2—figure supplement 1E–H). The regions without PTEN in SmoM2*-Pten^fl/+^* mice had a similar differentiated phenotype (SYP +and NeuN+) to SmoM*2-Pten^fl/fl^* tumors (Figure 2—figure supplement 1I–K).

**Figure 2.**
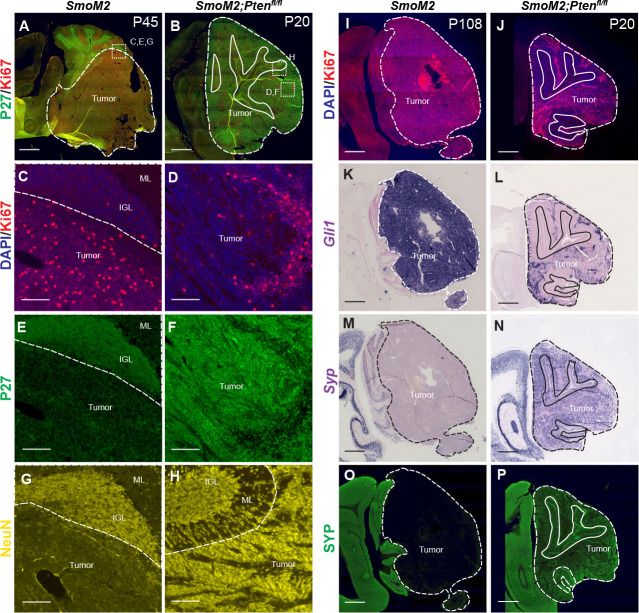
*Pten* loss in SmoM2 sporadic SHH-MB induces highly differentiated tumors. (**A, B**) Sagittal sections of the cerebellum showing end stage tumors from SmoM2 and SmoM2*-Pten^fl/fl^* mice stained for P27 (post-mitotic cells) and Ki67 (proliferating cells; SmoM2, n=5; SmoM2*-Pten^fl/fl^* n=7). Dashed lines outline each tumor, solid lines outline IGL, dotted squares indicate location of high-magnification images in (**C–H**). (**C–H**) High power images of sections stained for Ki67 and DAPI (**C–D**), P27 (**E–F**) or NeuN (**G–H**) (SmoM2, n=5; SmoM2-*Pten^fl/fl^* n=7). Dashed line separates the internal granule layer (IGL) or molecular layer (ML) from the tumor. (**I,J**) Sagittal sections of the cerebellum showing lateral tumors from SmoM2 and SmoM2*-Pten^fl/fl^* mice stained for Ki67 and DAPI (SmoM2, n=7; SmoM2*-Pten^fl/fl^* n=8). (**K–N**) RNA in situ hybridization staining of sections for *Gli1* (**K–L**) and *Syp* mRNA (**M–N**) (n=3 per genotype). (**O–P**) Immunohistochemical staining of sections for SYP protein (n=6 per genotype). (**I–P**) Dashed lines outline the tumors, solid lines outline IGL. (**A–B**, **I–P**) Scale bars indicate 1 mm. (**C–H**) Scale bars indicate 100 μm.

**Figure 2—figure supplement 1.**
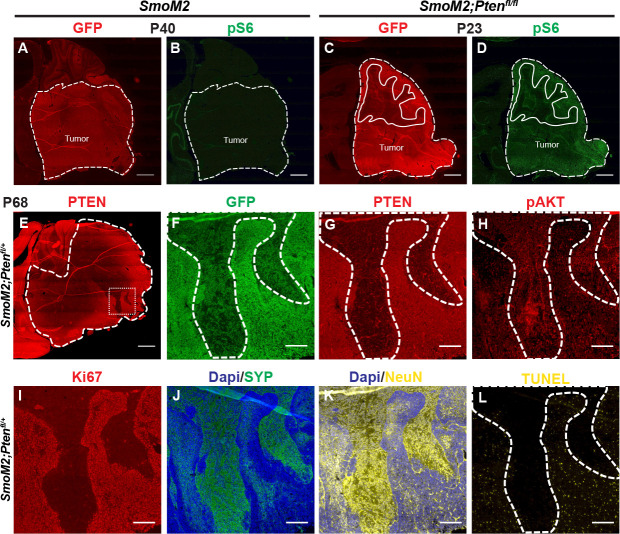
Spontaneous loss of the second allele of *Pten* in rare cells of some SmoM2*-Pten^fl/+^* tumors. (**A–D**) Sagittal sections of end stage tumors (GFP+) showing upregulation of pS6 in SmoM2*-Pten^fl/fl^* mice compared to SmoM2 (n=3 per genotype). Dashed lines outline the tumors, solid lines outline IGL. Scale bars indicate 1 mm. (**E**) Section of end stage tumor from SmoM2*-Pten^fl/+^* mice showing coherent patches of tumor cells (GFP+) devoid of PTEN (n=3). Dashed line square indicates location of high-magnification images shown in (**F–L**). Scale bar indicates 1 mm. (**F–L**) Sections of lateral tumors stained for the indicated protein and DAPI (n=3). Dashed line outlines tumor area where PTEN is absent (**G**) or pAKT (**H**), SYP (**J**), and NeuN (**K**) are upregulated and proliferation (Ki67) and cell death (TUNEL) are reduced (**I, L**). Scale bars indicate 200 μm.

### *Pten* loss protects differentiated tumor cells from cell death

Mouse SHH-MB models that have a highly differentiated cytology are rare and have primarily been reported in two *Pten* models (Castellino et al., 2010; Metcalfe et al., 2013). In a *Ptch1* mutant model of SHH-MB, it was shown that proliferating tumor cells give rise to NeuN +postmitotic tumor cells that then die at a high rate (Vanner et al., 2014). We therefore asked whether *Pten* loss (increased mTOR signaling) rescues the post-mitotic tumor cells from death by staining for SYP or NeuN and TUNEL (Figure 3A–H). SmoM2*-Pten^fl/fl^* tumors had significantly less TUNEL particles in regions of high SYP labeling (SYP Hi) compared to SYP low regions (Figure 3C–I, Figure 3—figure supplement 1). Moreover, in the regions of low SYP, the density of TUNEL staining was similar to in SmoM2 tumors where SYP is low throughout the tumor (Figure 3J). As expected, in PTEN-negative patches of SmoM2*-Pten^fl/+^* tumors, TUNEL staining was lower in these SYP Hi regions of differentiated cells (NeuN+) than in SYP low proliferative regions (Ki67+; Figure 3J and K, Figure 2—figure supplement 1I-L).

**Figure 3.**
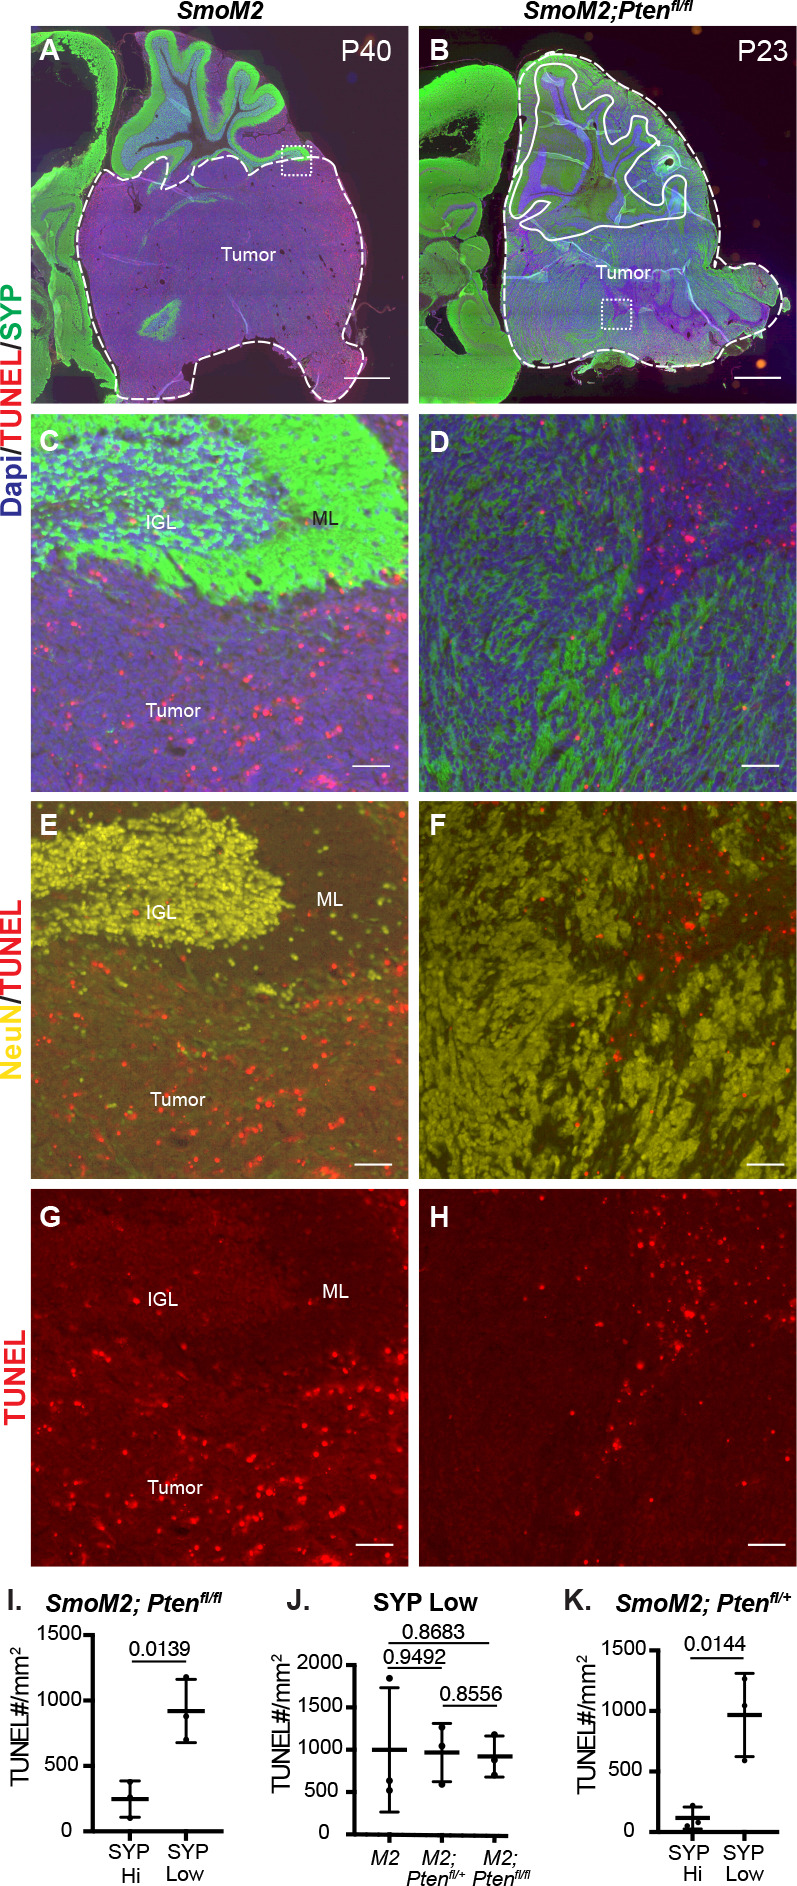
*Pten* loss in SmoM2 SHH-MB protects differentiated tumor cells from cell death. (**A, B**) Sagittal sections of end stage tumors in SmoM2 and SmoM2*-Pten^fl/fl^* mice stained as indicated (SmoM2, n=3; SmoM2*-Pten^fl/fl^* n=4). Dashed lines outline the tumors, solid lines outline IGL. Dotted line square indicates location of high-magnification images shown in (**C–H**). Scale bars indicate 1 mm. (**C–H**) High-magnification images of tumors stained as indicated showing reduced cell death (TUNEL particles) in differentiated regions (NeuN+ and SYP+) of tumors in SmoM2*-Pten^fl/fl^* mice compared to SmoM2 (SmoM2, n=3; SmoM2*-Pten^fl/fl^* n=4). Scale bars indicate 50 μm. (**I–K**) Quantification of density of TUNEL particles in tumor regions with high SYP (SYP HI) compared to low (SYP Low) staining in SmoM2-*Pten^fl/fl^* mice (**I**), in SYP Low regions in SmoM2 (M2), SmoM2*-Pten^fl/+^* (*M2; Pten^fl/+^*) and SmoM2-*Pten^fl/fl^* (M2*; Pten^fl/fl^*) mice (**J**), and in SYP High and Low regions of SmoM2*-Pten^fl/+^* mice (**K**). n=3 mice/genotype. All statistics were determined using an unpaired t-test comparing SYP High to Low (**I, K**) or two pairs of genotypes (**J**). Bars in scatter graphs represent mean ± SD for all the samples; individual data points are shown.

**Figure 3—figure supplement 1.**
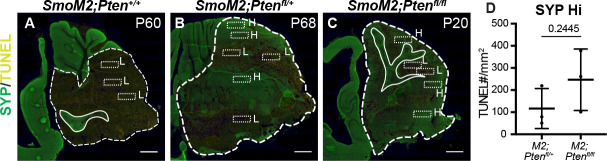
Method of quantifying TUNEL particles in tumors. (**A–C**) Examples of stained sagittal cerebellar sections showing where quantifications of density of TUNEL particles were performed in the three genotypes in end stage lateral tumor regions distinguishing high SYP (H) compared to low SYP (L) regions. Dashed lines outline each tumor, solid lines outline IGL, dotted boxes indicate high SYP (H) and low SYP (L) regions. Scale bars indicate 1 mm. Bars in scatter graphs represent mean ± SD for all the samples; individual data points are shown.

### Loss of *Pten* leads to rapid cell autonomous changes in SmoM2 GCP behaviors

Given how rapidly the tumors grow in the SmoM2*-Pten^fl/fl^* mice and that lethal disease occurs between P20-40, we asked how early a differential growth phenotype can be seen in the three genotypes. In our previous study of the effect of loss of *Kmt2d* in SHH-MB models, no difference in tumor size was detected at P12 but was by P21 (Sanghrajka et al., 2023). We therefore asked whether SmoM2*-Pten^fl/fl^* tumors have a growth advantage over *SmoM2* tumors at P12. Staining of sagittal sections of SmoM2 tumors of the three *Pten* genotypes with EdU (1 hr pulse) and GFP to mark the proliferating GCPs in the external granule cell layer (EGL) showed a massive expansion of the EGL in SmoM2*-Pten^fl/fl^* mice compared to SmoM2 mice (Figure 4A–C). Quantification of cerebellar area in midline sections revealed a significant increase in SmoM2-*Pten^fl/fl^* mice compared to SmoM2 mice and SmoM2*-Pten^fl/+^* mice (Figure 4D). The EGL area alone showed a fourfold average area increase in SmoM2-*Pten^fl/fl^* mice compared to SmoM2 mice, and SmoM2*-Pten^fl/f+^* mice had a slight increase (<2-fold) compared to SmoM2 mice (Figure 4E). As in end-stage tumors, the tumors in SmoM2-*Pten^fl/fl^* mice had a significant decrease in dying cells compared to the other two genotypes at P12 (Figure 4F-L, Figure 4—figure supplement 1). In large lesions with extensive differentiation (NeuN +Ki67 cells), the density of TUNEL particles was decreased in NeuN +regions compared to proliferative regions. As expected, pAKT staining was upregulated in the EGL of SmoM2-*Pten^fl/fl^* mice with no detectable staining in the other two genotypes (Figure 4M–O).

**Figure 4.**
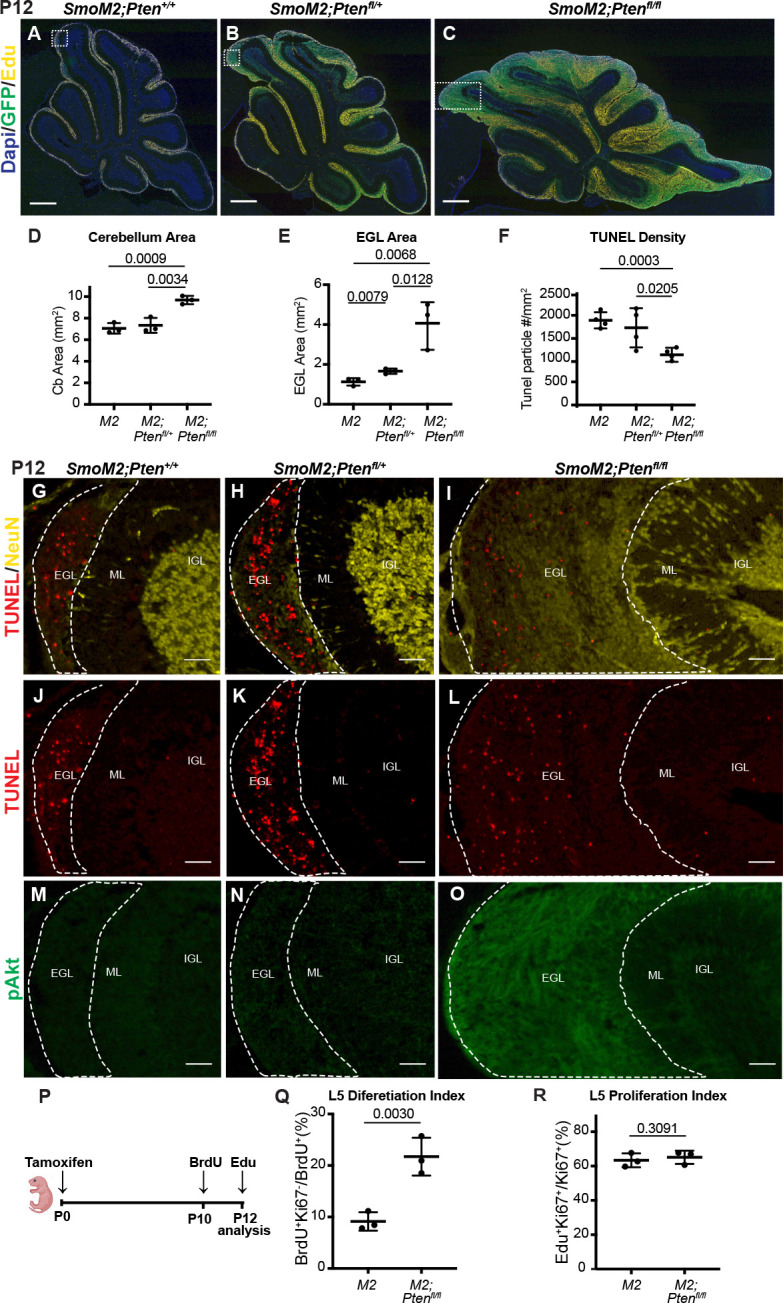
Loss of *Pten* leads to cell autonomous changes in SmoM2 GCPs at P12. (**A–C**) Midline cerebellar sagittal sections of P12 SmoM2, SmoM2*-Pten^fl/+^*, and SmoM2*-Pten^fl/fl^* mice stained for GFP and EdU to show the EGL with proliferating mutant GCPs (SmoM2, n=11; SmoM2*-Pten^fl/+^* n = 5; SmoM2*-Pten^fl/fl^* n=6). Scale bars indicate 0.5 mm. Dotted line boxes indicate locations of images in (**A** for **G**, **J**, **M**; **B** for **H**, **K**, **N**; **C** for **I**, **L, O**). (**D**) Quantification of the area of the entire cerebellum on near midline sections of SmoM2 (M2), SmoM2*-Pten^fl/+^* (M2*; Pten^fl/+^*), and SmoM2*-Pten^fl/fl^* (M2*; Pten^fl/fl^*) mice (n=3 mice/genotype). (**E**) Quantification of the area of the entire EGL on near midline sections in the three genotypes (n=3 mice/genotype). (**F**) Quantification of TUNEL particle density (cell death) in the entire EGL of near midline sections in the three genotypes (n=3 mice/genotype) as described in Figure 4—figure supplement 1. (**G–O**) Staining of sections of the three genotypes for the proteins indicated showing reduced cell death (TUNEL density) and increased pAKT and NeuN in the EGL of SmoM2*-Pten^fl/fl^* mice (n>3 per genotype). Scale bars indicate 50 μm. EGL, external granule layer; ML, molecular layer (region between IGL and EGL); IGL, internal granule layer. (**P**) Schematic of experimental design. (**Q**) Quantification of the percentage of proliferating GCPs that became post-mitotic (Ki67-) between BrdU labeling at P10 and analysis at P12 in the base of lobule 4/5 (L5) near the midline (n=3 mice/genotype and >300 cells/animal). (**R**) Quantification of the percentage of GCPs that are in S phase (EdU + Ki67+of all Ki67+GCPs) at P12 in the base of lobule 4/5 (L5) near the midline (n=3 mice/genotype). All statistics were determined using an unpaired t-test comparing two pairs of genotypes. Bars in scatter graphs represent mean ± SD for all the samples; individual data points are shown.

**Figure 4—figure supplement 1.**
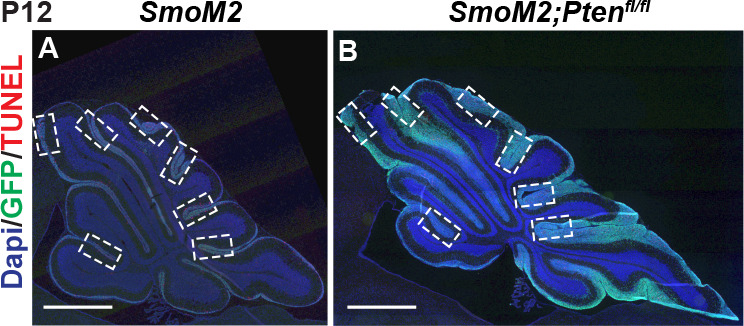
Method of quantifying TUNEL particles in P12 EGL. (**A, B**) Examples of stained midline sagittal cerebellar sections showing where quantification of density of TUNEL particles was performed in the EGL in medial regions of the cerebellum. Scale bars indicate 1 mm.

One prediction of our findings is that once SmoM2 GCPs lacking *Pten* differentiate, their survival should be enhanced. Therefore, if proliferating GCPs are labeled and then fate mapped for 2 days, a higher percentage of SmoM2*-Pten^fl/fl^* labeled cells should be differentiated (post-mitotic) compared to in SmoM2 mice. To test this idea, we administered one injection of BrdU into P10 mice and then sacrificed them at P12 and quantified the percentage of BrdU + cells in the EGL that were Ki67- (Figure 4P). As predicted, a higher percentage of BrdU + cells in SmoM2*-Pten^fl/fl^* mice were Ki67- at P12 compared to SmoM2 (Figure 4Q). This result indicates that by P10 after loss of *Pten* at P0, either differentiation is promoted in SmoM2 GCPs and/or that the differentiated progeny of GCPs lacking PTEN are spared from cell death. The proliferation rate of GCPs in SmoM2 and SmoM2*-Pten^fl/fl^* mice was similar at P12 (Figure 4R), as determined by injecting EdU 1 hr before sacrificing the mice (%EdU +and Ki67 + cells/Ki67 + cells), indicating the latter possibility.

Given that at P12 the cellular phenotype of GCPs in SmoM2*-Pten^fl/fl^* mice was similar to in mice at end stage, we analyzed GCPs at P8, 8 days after the mice were treated with tamoxifen. Similar to at P12, the area of the proliferating EGL of the cerebellum was significantly greater in both the SmoM2*-Pten^fl/fl^* and the SmoM2*-Pten^fl/+^* mice compared to SmoM2, although the area of the cerebellum was similar across genotypes, likely due to the relatively small increase in EGL area (~2-fold) (Figure 5A–E). Quantification of the proliferation rate %GFP + and EdU + cells/total GFP + cells in the outer EGL (oEGL) of lobule 4/5 (L5) containing proliferating cells (region containing EdU + cells) was slightly but significantly higher in the SmoM2*-Pten^fl/fl^* and the SmoM2*-Pten^fl/+^* mice compared to SmoM2 (Figure 5F). Moreover, the percentage of *Pten* mutant/control (GFP+) cells that remained in the oEGL of all the GFP + cells in L5 (including those that differentiated) was significantly higher in the two *Pten* mutant genotypes (Figure 5G). This result indicates that loss or reduction of *Pten* initially induces a pro-proliferative or progenitor state in SmoM2-expressing GCPs. By P12, however, SmoM2*-Pten^fl/fl^* GCP-lineage cells accumulate more in the EGL than do SmoM2*-Pten^fl/+^* or SmoM2 GCPs, in part because there is an accumulation of NeuN+/SYP +granule cell (GC)-like cells, likely due to a survival advantage of these cells. This survival advantage suggests that the rapid growth of tumors in SmoM2*-Pten^fl/fl^* mice is due to accumulation of GC-like cells and would account for the highly differentiated cytology of end-stage tumors.

**Figure 5.**
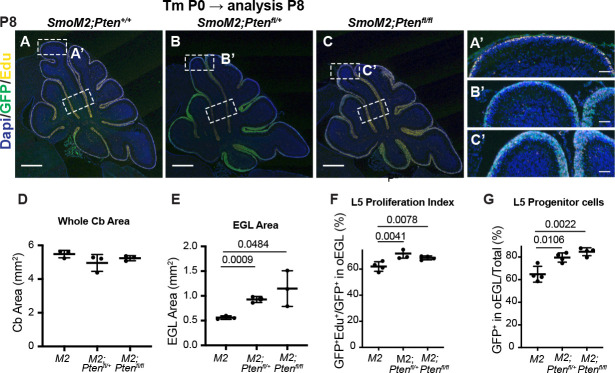
Loss of *Pten* leads to cell autonomous changes in SmoM2 GCP behaviors at P8. (**A–C**) Midline cerebellar sagittal sections of P8 SmoM2, SmoM2*-Pten^fl/+^*, and SmoM2*-Pten^fl/fl^* mice stained for GFP and EdU to show the EGL with proliferating mutant GCPs. Dotted line boxes indicate locations of where quantifications were performed. Scale bars indicate 0.5 mm. (**A’-C’**) High-magnification images of areas indicated in (**A–C**). Scale bars indicate 0.5 μm. (**D**) Quantification of the entire (whole) area of the cerebellum on midline sections of SmoM2 (M2), SmoM2*-Pten^fl/+^* (*M2; Pten^fl/+^*), and SmoM2*-Pten^fl/fl^* (M2*; Pten^fl/fl^*) mice (n=3 mice/genotype). (**E**) Quantification of the area of the external granule layer (EGL) on entire midline sections in the three genotypes (n=3 mice/genotype). (**F**) Quantification of the proliferation index in the regions of lobule 4/5 (L5) shown in A-C at P8: percentage of mutant GCPs that are in S phase (GFP + EdU + of all GFP + GCPs in the outer EGL (oEGL) or region containing EdU + cells) (n=4 mice/genotype). (**G**) Quantification of the percentage of *Pten* mutant or control GCPs (GFP+) in lower region shown in A-C that remained in the proliferative oEGL at P8 and thus were progenitors. Analysis in F,G performed in wall of lobule 5 (lower rectangles in **A–C**) (n=4 mice/genotype). All statistics were determined using an unpaired t-test comparing two pairs of genotypes. Bars in scatter graphs represent mean ± SD for all the samples; individual data points are shown.

### Loss of *Pten* in normal GCPs causes increased proliferation and decreased differentiation

Given that *Pten* loss initially increases proliferation and a progenitor state of SmoM2 (SHH activated) GCPs, we asked whether *Pten* loss in normal GCPs has the same effect. Using our mosaic MASTR approach, we used *Atoh1-FlpoER* to induce GFPcre in scattered GCPs at P0, with or without concomitant deletion of both floxed copies of *Pten* (Figure 6A). As in SmoM2 GCPs, we found at P8 a small but significant increase in the proliferation rate (percentage of EdU + cells in the proliferative oEGL defined by EdU +region) and in the proportion of GFP + cells that remained in the proliferative oEGL of *Pten* mutant GCPs (Figure 6B–E). Using *Atoh1-Cre* to delete *Pten* in all GCPs in the embryo (E14 onwards), we found that the cerebellar area of *Atoh1-Pten* conditional mutants (*Atoh1/+; Pten^fl/fl^*) was significantly increased at P5 and later, but not at P1 compared to *Atoh1/+; Pten^fl/+^* control mice (Figure 6F–N). Thus, PTEN normally constrains GCP proliferation and possibly differentiation.

**Figure 6.**
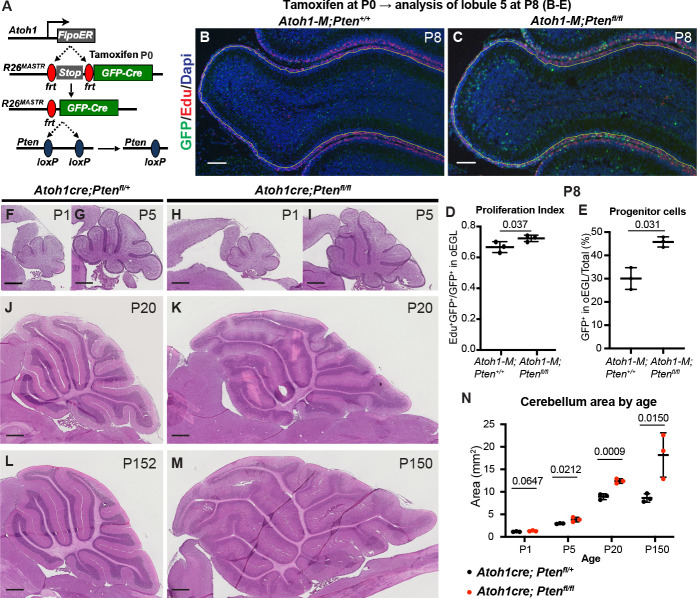
Loss of *Pten* in normal GCPs causes increased proliferation and decreased differentiation. (**A**) Schematic showing mosaic mutant analysis approach to study scattered GFP+ *Pten* homozygous mutant GCPs in *Atoh1-FlpoER/+; R26^FSF-GFPcre/+^; Pten^fl/fl^* (*Atoh1-M-Pten^fl/fl^*) mice compared to control GFP+ cells in *Atoh1-FlpoER/+; R26^FSF-GFPcre/+^; Pten^+/+^* mice (*Atoh1-M- Pten^+/+^*) at P8 following tamoxifen at P0. (**B, C**) Midline sagittal sections of lobule 4/5 stained with GFP marking mutant cells and EdU (S phase) at P8 in the two genotypes. Scale bars indicate 100 μm. (**D**) Quantification of the proliferation index in the entire lobule 4/5 (L5) at P8: percentage of *Pten* mutant/control GCPs that are in S phase (GFP+ and EdU+ of all GFP+ GCPs in the outer EGL (oEGL) defined by the region containing EdU+ cells; n=3 mice per genotype). (**E**) Quantification of the percentage of *Pten* mutant/control GFP+ GCPs in the entire L4/5 that remained in the proliferative oEGL at P8 and thus were progenitors and had not migrated inwards (n=3 mice per genotype). (**F–M**) Midline sagittal H&E stained sections of the cerebellum of conditional mutant mice lacking *Pten* in the GCP lineage (*Atoh1-Cre; Pten^fl/fl^*) compared to controls (*Atoh1-Cre; Pten^fl/+^*). Scale bars indicate 500 μm. (**N**) Quantification of the entire area of near midline cerebellar sagittal sections across development and ages (n=3 mice per age). All statistics used an unpaired t-test comparing two pairs of genotypes (**D, E**) or two genotypes per age (**N**). Bars in scatter graphs represent mean ± SD for all the samples; individual data points are shown.

### Loss of *Pten* in SmoM2 SHH-MB tumor cells results in a cell nonautonomous decrease in macrophage infiltration

Given the low density of dying cells in SmoM2*-Pten^fl/fl^* SHH-MB, we asked whether the tumors have a change in the density of infiltrating macrophages. We previously showed that tumors in SmoM2 mice have a high infiltration of macrophages and that they are pro-tumorigenic in a majority of tumors, because reduction of macrophages using PLX5622 treatment leads to a decrease in tumor incidence (Tan et al., 2021). Staining of cerebellar tumor sections from SmoM2*-Pten^fl/fl^* and SmoM2 mice at end stage revealed the expected high infiltration of IBA1 + macrophages in SmoM2 tumors, but also a striking decrease in macrophage density in tumors lacking *Pten* (Figure 7A–D). Moreover, co-staining with Ki67 or NeuN showed that in SmoM2*-Pten^fl/fl^* mice, the macrophages were preferentially located in the areas with proliferating cells and thus increased cell death (Figure 7C–F). The decrease in macrophages in the differentiated regions of SmoM2*-Pten^fl/fl^* mice is not due to a lack of blood vessels, based on CD31 staining of tumors (Figure 7G and H). At P12, in small lesions, the macrophages mainly accumulated in the meninges between the lobules, but in large lesions, they were more concentrated in regions of proliferation in both genotypes, and as in end stage, were decreased in NeuN + regions in SmoM2*-Pten^fl/fl^* mice (Figure 7I–P). Thus, loss of *Pten* specifically in tumor cells leads to a cell nonautonomous decrease in macrophages in the tumor microenvironment from an early stage.

**Figure 7.**
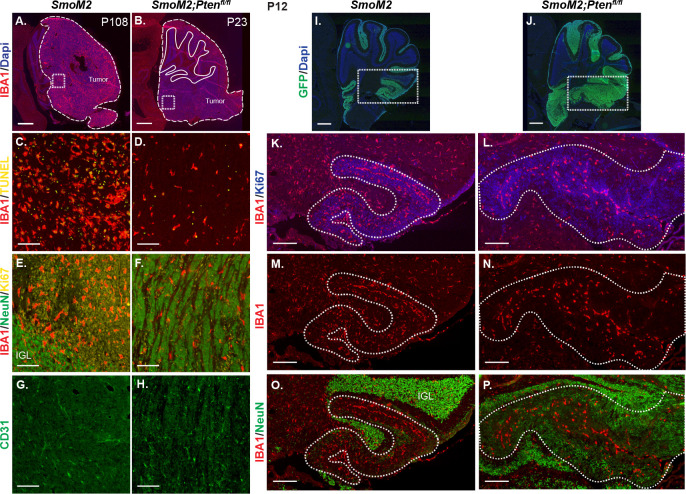
Loss of *Pten* in SmoM2 GCPs results in a cell non-autonomous decrease in macrophages in SHH-MB tumors. (**A, B**) Sagittal sections of end stage lateral tumors in SmoM2 and SmoM2*-Pten^fl/fl^* mice stained with IBA1 (macrophage marker) and DAPI (n=3 mice/genotype). Dashed lines outline the tumors, solid lines outline IGL. Dotted line squares indicate locations of high-magnification images shown in (**C–H**). Scale bars indicate 1 mm. (**C–H**) Higher magnification images of tumors stained with IAB1 and TUNEL (**C, D**), IAB1, NeuN, and Ki67 showing enrichment of macrophages in undifferentiated regions of SmoM2*-Pten^fl/fl^* mice (**E, F**) and with CD31 to label blood vessels (**G, H**) (n=5–9 mice/genotype). IGL, internal granule layer. Scale bars indicate 100 μm. (**I, J**) Lateral sagittal cerebellar sections of P12 SmoM2 and SmoM2-*Pten^fl/fl^* mice stained for GFP and DAPI to show the EGL with mutant GCPs (n=3 mice/genotype). Dotted line boxes indicate locations of higher magnification images in (**K–P**). Scale bars indicate 500 μm. (**K–P**) Sections of P12 mice stained with IAB1, Ki67, and NeuN showing macrophages in large tumor lesions are enriched in proliferative regions of SmoM2*-Pten^fl/fl^* mice (n=3 mice/genotype). Dotted line outlines the tumor lesion. Scale bars indicate 200 μm.

### scRNA-seq analysis reveals altered neural differentiation and suppression of immune signaling in tumor cells lacking *Pten*

To gain insight into transcriptional changes that occur in SmoM2 SHH-MB tumor cells that lack *Pten* and that could account for the cell autonomous changes seen in the tumors, we performed single cell RNA sequencing (scRNA-seq) of whole tumors dissected from SmoM2 and SmoM2*-Pten^fl/fl^* mice (n=2 per genotype). 

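Tumors were dissected from 2 SmoM2 and 2 SmoM2-Ptenfl/fl mice and dissociated, dead cells were depleted, and the remaining cells were captured for 3' RNA sequencing with 10x Genomics chemistry. SmoM2 is an active form of SMO, and recombined cells carry an eGFPcre transcript, which is counted as a gene in the deposited files. The files hold raw counts of unique molecular identifiers (UMIs) per gene and cell barcode from Cell Ranger on the mouse genome GRCm38. They held 9224 and 10438 barcodes for SmoM2 replicates 1 and 2 and 8996 and 16660 barcodes for SmoM2-Ptenfl/fl replicates 1 and 2. Their totals were 41715171, 53083384, 61454365 and 95784852 UMIs, in the same order. Cells with at most 500 UMIs or 500 genes, more than 18000 UMIs or more than 20% mitochondrial UMIs were left out, as the paper describes, which left 8578 and 8828 SmoM2 cells and 7994 and 14370 SmoM2-Ptenfl/fl cells. The median kept cell had 3206 and 3682.5 UMIs in the SmoM2 mice and 6830 and 6063 UMIs in the SmoM2-Ptenfl/fl mice. After clustering, cells were put into classes by marker genes. The mouse is the replicate in every test (n = 2 per genotype). UMIs were summed per mouse and class and compared with edgeR's quasi-likelihood test on TMM-normalized counts with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. Levels of single genes are given in CPM, UMIs scaled to a common library size, from these sums. Gene groups are 33 gene lists written from general knowledge before the data were examined, as were the tests and the rule for naming genes, although values of many genes in the paper's tables had been seen by then. Each list was also tested against all other genes with camera. The 4 libraries carry 1 batch label, so no batch could be separated. The SmoM2 mice were P22 and the SmoM2-Ptenfl/fl mice P16 by the sample labels and the results, while the methods give these ages the other way round. Age and genotype therefore go together in every comparison of genotypes and cannot be separated.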

We chose to analyze SHH-MBs from P16 SmoM2*-Pten^fl/fl^* mice, since this is a few days before mice show signs of disease, and waited until P22 for SmoM2 mice when the tumors are more visible. Marker analysis of sections of the tumors at the two ages confirmed that the cellular phenotypes of large tumors in SmoM2*-Pten^fl/fl^* and SmoM2 mice were similar to tumors at end stage (Figure 8—figure supplement 1). The SmoM2*-Pten^fl/fl^* tumors had extensive regions of neural differentiation that had reduced cell death (TUNEL particle density) and macrophage density (IBA1 + cells) compared to in proliferative regions (Ki67+) and in SmoM2 tumors at P22 or P16.

Tumor cells from the two genotypes separated well in a PCA plot after filtering out poor-quality cells and integrating the replicates (Figure 8—figure supplement 2A–C). 

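The 39770 kept cells were projected on 20 principal components of 2000 variable genes, and the neighbors of each cell were counted. Without integration, 10.5% and 8.79% of the 30 nearest neighbors of SmoM2 cells (replicates 1 and 2) came from the other genotype, which holds 56.2% of all cells. For SmoM2-Ptenfl/fl cells, 6.57% and 5.96% of the neighbors came from the other genotype, which holds 43.8% of all cells. After integration of the 4 mice with Harmony the shares were 22.1% and 25.0% for SmoM2 and 20.2% and 19.5% for SmoM2-Ptenfl/fl cells. In GCP-like cells the genotype explained 2.76% of the variance of the first component without integration and 0.47% with it. Over all cells it explained 36.0% without and 21.6% with integration, where the mean scores of the mice were 0.487 and 0.44 for SmoM2 and -0.453 and -0.483 for SmoM2-Ptenfl/fl. The cell classes also make up different shares of the 2 genotypes, so the variance over all cells holds differences in cell composition too.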

Clustering of all cells (17,998 SmoM2 and 22,864 SmoM2*-Pten^fl/fl^*) was performed (Hao et al., 2021) to produce 20 clusters with most of the cells, as expected, expressing the GCP lineage marker *Pax6* (clusters 0–9 and 13), with nine additional small clusters that included astrocytes, oligodendrocytes, unipolar brush cells, macrophages, endothelial cells, and mesenchymal cells (pericytes and fibroblast-like cells) based on marker gene expression (Figure 8A and B**,** Figure 8—figure supplement 2D and E, Figure 8—figure supplement 2—source data 1). 

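Granule cell (GC) lineage cells made up most of both genotypes, and Pax6, a transcription factor of this lineage, was detected in them far above its share in vascular, fibroblast and macrophage-like cells. With each cell thinned to 1000 UMIs, 21.0% ± 3.17 of GCP-like cells of SmoM2 mice and 21.1% ± 1.81 of those of SmoM2-Ptenfl/fl mice had a Pax6 UMI (SD, n = 2 mice each). In early GC-like cells the shares were 40.4% and 40.3%, and in mature GC-like cells 28.5% and 29.8%. The background, taken as vascular, fibroblast and macrophage-like cells, was 2.56% in SmoM2 and 2.04% in SmoM2-Ptenfl/fl mice. Before thinning, the median cell of the 2 mice of a genotype had 11072 to 11654.5 UMIs (SmoM2) and 8817 to 10933.5 UMIs (SmoM2-Ptenfl/fl) in GCP-like cells, and 4377 to 6066 and 5985 to 6908 UMIs in the background cells.
Of 45318 barcodes in the files, 39770 cells were kept, 17406 from SmoM2 and 22364 from SmoM2-Ptenfl/fl mice, with 19596 genes seen in at least 10 cells. Clustering at a resolution of 0.5 gave 24 clusters, 1 of which held a single cell. A cluster was named after the class whose listed markers scored highest in it. This required at least 3 of these markers, each detected in at least 20% of the cells. The 2 transitioning clusters scored 1.115 and 1.055 for that class, with early GC-like (0.914) and GCP-like (0.627) next. GCP-like cells filled 5 clusters, transitioning cells 2, early GC-like cells 3 and mature GC-like cells 4. The other clusters were astrocyte-like cells (Aqp4, Slc1a3), the oligodendrocyte lineage, unipolar brush cells (Eomes), macrophage or microglia-like cells (C1qa, C1qb), endothelial cells, pericytes, fibroblast-like cells and muscle-like cells. The early GC-like class included a cluster of 2316 cells with a median of 1447.5 UMIs and 15.89% mitochondrial UMIs. A cell of a class outside the GC lineage also had to have UMIs of at least 2 of that class's markers, a requirement added after the clusters had been seen, and cells without them were left unnamed.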

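GCP-like, transitioning and early GC-like cells made up larger shares of the SmoM2-Ptenfl/fl than of the SmoM2 tumors, and mature GC-like, glial, vascular and macrophage-like cells smaller shares. GCP-like cells were 39.0% ± 1.56 of the cells of SmoM2-Ptenfl/fl mice and 13.0% ± 0.18 of those of SmoM2 mice (SD, n = 2 each). Transitioning cells were 24.1% ± 3.95 and 7.12% ± 0.39, and early GC-like cells 19.6% ± 4.47 and 5.00% ± 1.02, in the same order. Mature GC-like cells were 13.4% ± 0.78 in SmoM2-Ptenfl/fl and 62.7% ± 2.64 in SmoM2 mice, and without integration 3.42% and 3.05% in the 2 SmoM2-Ptenfl/fl mice. Muscle-like cells, 12 and 47 in the SmoM2-Ptenfl/fl mice, were not seen in either SmoM2 mouse after the requirement of 2 markers, which took 5 and 8 SmoM2 cells out of their cluster, and there 0 of 17406 cells allow a share of up to 0.0172%.
On cell counts per mouse, edgeR's quasi-likelihood test gave log2 fold changes in share of 1.59 for GCP-like cells (adjusted p = 0.00087), 1.76 for transitioning cells (0.0012), 1.97 for early GC-like cells (0.0020) and -2.22 for mature GC-like cells (0.00077; -4.28 without integration). The shares of astrocyte-like cells (-1.86, adjusted p = 0.00087 from the same test), endothelial cells (-3.83, 0.00059), fibroblast-like cells (-2.62, 0.00087) and pericytes (-2.19, 0.0020) fell. That of fibroblast-like cells had a log2 fold change of -1.68 without integration. Unipolar brush cells (-2.59, 0.0196) and the oligodendrocyte lineage (-1.39, 0.0375) also fell. The requirement of 2 markers took 29 of 40 and 33 of 47 SmoM2-Ptenfl/fl cells out of the unipolar brush cell cluster. In the SmoM2 mice it took 6 of 34 and 5 of 98, so with integration the fall depends on it. Without integration the cluster held 1 and 8 SmoM2-Ptenfl/fl and 44 and 126 SmoM2 cells before the requirement, so there the fall was seen without it. From the endothelial cluster it took 29 of 37 and 37 of 54 SmoM2-Ptenfl/fl and 9 of 136 and 3 of 153 SmoM2 cells. The log2 fold change of unipolar brush cells was -1.52 without SmoM2 replicate 2 and -5.29 without integration, and their call was lost with the replicate block (-2.50, adjusted p = 0.0664). The call of the oligodendrocyte lineage was lost without SmoM2 replicate 2 (adjusted p = 0.0619 in edgeR), without SmoM2-Ptenfl/fl replicate 2 (0.0521), at a resolution of 1.0 (0.0615) and with the replicate block (-1.34, adjusted p = 0.132). The shares of 1 sample sum to 100%, so a larger share of 1 class lowers the others. In the shares after the requirement of 2 markers, the 2 genotypes did not overlap for any of these classes. The exact permutation test on them gave a two-sided p of 0.333, the smallest that 2 mice against 2 allow.

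**Figure D1:**
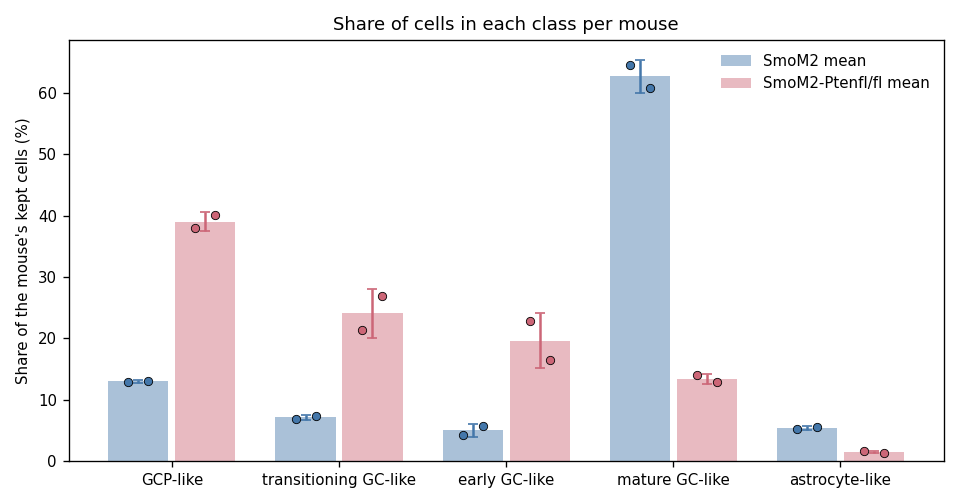
Share of kept cells per cell class, in percent. Points are mice, bars the mean of the 2 mice of a genotype and whiskers 1 SD. GCP-like cells are near 39.0% in SmoM2-Ptenfl/fl and 13.0% in SmoM2 mice, and mature GC-like cells near 13.4% and 62.7%.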

The cells from each sample were distributed in all clusters, although the proportions of cells from each genotype varied between clusters (Figure 8C**,** Figure 8—figure supplement 2F and G; Figure 8—figure supplement 2—source data 2). 

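Mki67, which encodes the proliferation marker Ki67, Gli1, a transcriptional target of SHH signaling, and the GCP transcription factors Atoh1 and Barhl1 were all detected in the GCP-like class. After thinning, 27.2% ± 1.93 (SmoM2) and 32.2% ± 1.79 (SmoM2-Ptenfl/fl, SD, n = 2 mice each) of GCP-like cells had a Mki67 UMI, against 0.51% and 2.04% of vascular, fibroblast and macrophage-like cells. Gli1 was detected in 6.38% ± 0.25 and 4.67% ± 0.49 of GCP-like cells, against 0.52% and 1.02% in the background cells, and Atoh1 in 7.85% ± 1.31 and 5.42% ± 0.92. Barhl1 was found in 26.5% ± 4.16 and 17.5% ± 2.42 of GCP-like cells and in 1.44% and 3.23% of the background cells. The 5 clusters of the class included 1 with Ung, Mcm6 and Mcm3 among its leading genes, which act in DNA replication and repair, and 1 with Ube2c and Ccnb1, which act in mitosis. The share of cells with a Mki67 UMI, before thinning, was 32.12% in the first and 99.49% in the second. These genes were used to name the class, so their presence in it follows from the naming. Without thinning, Atoh1 was found in 47.0% and 32.7% of GCP-like cells and in 0.98% and 0.51% of the background cells. On GRCm38 the genes are Mki67 (ENSMUSG00000031004) from 135689784 to 135716361 of chromosome 7, Gli1 (ENSMUSG00000025407) from 127329882 to 127341974 of chromosome 10, Atoh1 (ENSMUSG00000073043) from 64729125 to 64731245 of chromosome 6 and Barhl1 (ENSMUSG00000026805) from 28907679 to 28916668 of chromosome 2.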

Within the *Pax6* +clusters 0–9, based on marker gene expression and cell cycle phase (Figure 8D and E), clusters 3, 4, and 8 were proliferative (Ki67+) and enriched for the GCP markers *Gli1*, *Atoh1,* and *Barhl1,* indicating highly proliferative GCP-like tumor cells. 

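Transitioning cells had few Mki67 and Gli1 UMIs, many had Barhl1 UMIs, and most had UMIs of Cntn2, a cell adhesion molecule of axons of newly postmitotic granule neurons. After thinning, 0.82% (SmoM2) and 0.90% (SmoM2-Ptenfl/fl) of transitioning cells had a Mki67 UMI, within the range of the background cells, and 0.24% and 0.43% a Gli1 UMI. Barhl1 was found in 32.5% and 25.5% of transitioning cells and Cntn2 in 55.1% and 50.0%, against 9.14% and 13.8% for Cntn2 in GCP-like cells and 2.22% and 10.7% in the background cells. The leading genes of 1 of the 2 clusters of the class were Nhlh2, Tubb3, Pdzrn3 and Nhlh1, and those of the other included Crabp1 and Klhl35. The class held 587 and 653 cells of the SmoM2 mice and 1702 and 3863 cells of the SmoM2-Ptenfl/fl mice, with a median of 7480 to 8070 UMIs and 5878 to 7559.5 UMIs per cell.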

Cluster 6 had a mixture of cells in G2/M and G1, indicating cells transitioning from a proliferative to differentiated state. 

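Early GC-like cells expressed Slc17a6, which encodes a vesicular glutamate transporter, and Barhl1, with few Mki67 UMIs. In SmoM2 mice 19.1% ± 0.24 of early GC-like cells had a Slc17a6 UMI after thinning and in SmoM2-Ptenfl/fl mice 15.3% ± 2.19 (SD, n = 2 each). The background cells had Slc17a6 UMIs in 0.13% and 1.53% of cells. Transitioning cells had Slc17a6 as well, in 18.1% ± 3.07 (SmoM2) and 8.76% ± 2.58 (SmoM2-Ptenfl/fl) of cells. Barhl1 was detected in 15.4% ± 0.49 and 16.3% ± 0.98 of early GC-like cells and Mki67 in 1.76% and 1.44%. Rbfox3, which encodes the neuronal nuclear protein NeuN, was detected in 32.7% ± 3.49 and 30.0% ± 3.69 of them and in 10.9% and 13.1% of GCP-like cells. Early GC-like cells had fewer UMIs than the cycling cells, with medians of 1919 to 1982 UMIs in the SmoM2 mice and 2191 to 2839 UMIs in the SmoM2-Ptenfl/fl mice. Slc17a6 and Rbfox3 were among the markers that named the class.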

Clusters 1, 5, and 7 had post-mitotic (G1) cells that expressed early GC differentiation markers including *Barhl1* and *Slc17a6*, indicating early GC-like cells. 

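Mature GC-like cells came mostly from the SmoM2 mice, expressed Slc17a7 and Syp, and had the lowest share of eGFPcre-positive cells of the GC lineage. Slc17a7, the vesicular glutamate transporter of mature granule neurons, was detected after thinning in 56.7% ± 0.11 of mature GC-like cells of SmoM2 mice and 35.6% ± 12.3 of those of SmoM2-Ptenfl/fl mice (SD, n = 2 each). Without thinning the shares were 78.2% and 42.7%, against 14.4% and 5.86% of the background cells. Syp, which encodes a synaptic vesicle protein, was detected in 34.3% ± 0.39 and 39.9% ± 9.30 of mature and in 23.6% and 24.3% of early GC-like cells. An eGFPcre UMI was found after thinning in 1.96% ± 0.01 of mature GC-like cells of SmoM2 mice, close to the 1.15% of vascular, fibroblast and macrophage-like cells of these mice. In SmoM2-Ptenfl/fl mice the shares were 4.06% ± 0.56 in mature GC-like cells and 1.53% in the background cells. GCP-like cells had an eGFPcre UMI in 4.98% ± 2.73 (SmoM2) and 6.64% ± 0.05 (SmoM2-Ptenfl/fl) of cells, and early GC-like cells in 5.01% and 5.58%. Without thinning the shares were 34.5% and 48.4% in GCP-like, 10.3% and 15.5% in early GC-like, 4.99% and 7.38% in mature GC-like and 9.47% and 11.1% in the background cells, which differ in depth. The median mature GC-like cell had 1759 to 2138.5 UMIs in the SmoM2 mice and 1024 to 1467.5 UMIs in the SmoM2-Ptenfl/fl mice.

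**Figure D2:**
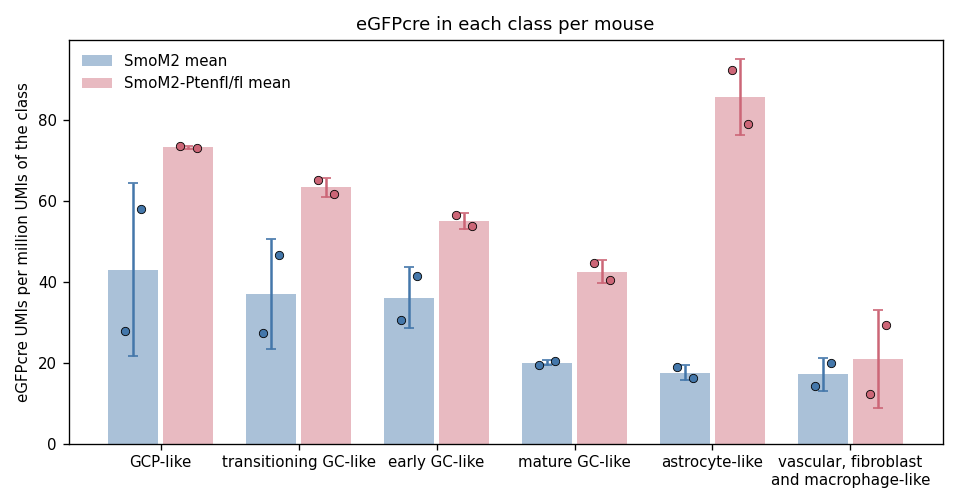
Level of eGFPcre per cell class in CPM, as UMIs scaled to the total UMIs of the class in each mouse, without thinning. Points are mice, bars the mean of the 2 mice of a genotype and whiskers 1 SD. Mature GC-like cells of SmoM2 mice are near the background cells, taken as vascular, fibroblast and macrophage-like cells.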

Clusters 0, 2, and 9 were also in G1 but expressed the mature GC markers *Slc17a7* and *Syp* (Figure 8E) and had a low proportion of cells expressing *Gfp* (Figure 8E) and a much higher proportion of cells from SmoM2 mice than from SmoM2*-Pten^fl/fl^* (Figure 8C and F, Figure 8—figure supplement 2G) indicating mature GC-like cells. 

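The mature GC-like class held 5536 and 5368 cells of the SmoM2 mice and 1116 and 1848 cells of the SmoM2-Ptenfl/fl mice. Within the GC lineage it made up 71.4% of the cells of SmoM2 and 14.0% of those of SmoM2-Ptenfl/fl mice (mean of 2 mice each). The 2 genotypes filled different clusters of the class. A cluster with Vsnl1, Snap25 and Chn2 among its leading genes held 2596 and 2514 cells of the SmoM2 mice and 175 and 142 of the SmoM2-Ptenfl/fl mice, and a cluster with Egr4 and Npas4, which are induced by neuronal activity, held 93 and 279 cells of the SmoM2-Ptenfl/fl mice alone. Scaled to the total UMIs of each class, eGFPcre was at 20.0 CPM in mature GC-like cells of SmoM2 mice and 42.5 CPM in those of SmoM2-Ptenfl/fl mice, against 17.1 and 20.9 CPM in the background cells and 43.0 and 73.3 CPM in GCP-like cells. An eGFPcre UMI was found in 34.5% of GCP-like cells of SmoM2 mice before thinning, so cells without one cannot be taken as wild type one by one.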

Many of the GC-like cells (clusters 0, 2, 9) were likely wild type GCs from the IGL that would disproportionately contaminate the samples from SmoM2 mice as the tumors were smaller than in SmoM2-*Pten^fl/fl^* mice. 

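Without the mature class, GCP-like cells were the largest class of the GC lineage in both genotypes, followed in the means by transitioning and early GC-like cells. GCP-like cells were 51.8% ± 2.56 of these cells in SmoM2 and 47.2% ± 1.29 in SmoM2-Ptenfl/fl mice (SD, n = 2 each). Transitioning cells were 28.4% ± 0.24 and 29.1% ± 4.41, and early GC-like cells 19.8% ± 2.80 and 23.7% ± 5.71. In exact permutation tests the two-sided p was 0.333 for GCP-like cells, where the mice of the 2 genotypes did not overlap, 1.0 for transitioning cells and 0.667 for early GC-like cells, and 2 mice against 2 allow no p under 0.333. In SmoM2-Ptenfl/fl replicate 1 early GC-like cells (27.8%) outnumbered transitioning cells (26.0%), and without integration they did in both SmoM2-Ptenfl/fl mice (30.9% against 12.2% and 18.9% against 17.0% of all kept cells), where 11.0% and 16.4% of their cells stayed unnamed, most of them in a cluster with Dcx and Tubb3 that scored for both classes. The early GC-like class without integration was a single cluster of few UMIs, with a median of 1384 UMIs and 12.57% mitochondrial UMIs.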

When only the GC-lineage clusters with extensive *Gfp* expression were considered (1, 3, 4, 5, 6, 7, 8), the proportions of cells from the two genotypes were fairly evenly distributed in all clusters (Figure 8G).

**Figure 8.**
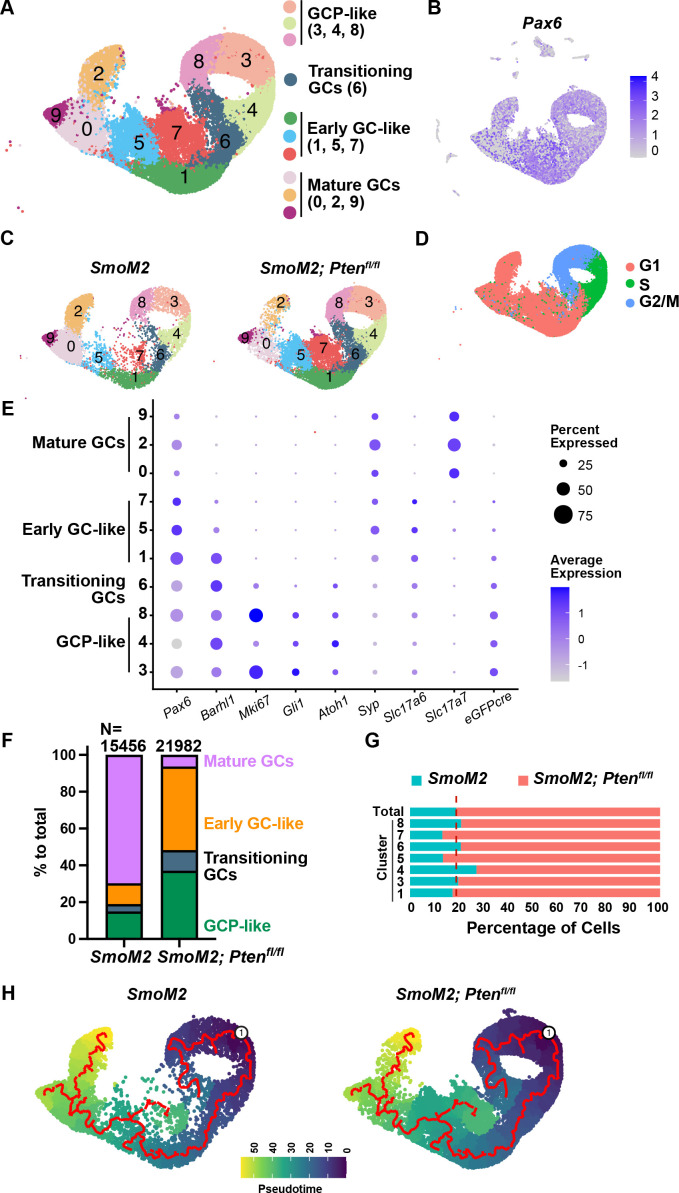
scRNA-seq analysis of tumors from SmoM2 and SmoM2*-Pten^fl/fl^* mice reveals altered differentiation in SHH-MB tumor cells lacking *Pten*. (**A**) UMAP of integrated cells from SmoM2 (n=2) and SmoM2*-Pten^fl/fl^* (n=2) tumors showing scRNA-seq GCP-lineage clusters 0–9 (*Pax6*-expressing) (left) and the assignment of cell types to each cluster (right) based on marker gene expression and cell cycle phase. (**B**) *Pax6* expression (GCP-lineage marker) shown across all clusters in UMAP of all tumor cells. (**C**) UMAP of GCP-lineage cells shown by genotype. (**D**) UMAP of GCP-lineage cells (two genotypes) showing cell cycle phases. (**E**) Dot plot graph showing expression levels of GCP-lineage marker genes and designation of the clusters as GCP-like or maturing GC-like cell types. (**F**) Graph of GCP-lineage cells showing percentage of cells from each genotype that are GCP-like, transitioning GC-like, early GC-like, and mature GC-like showing a higher percentage of mature GCs in tumors from SmoM2 mice. (**G**) Graph showing proportions of cells of each genotype in each of the GCP-lineage cell types excluding mature GCs that are mostly from SmoM2 mice. The dotted line represents the expected ratio between the two genotypes. (**H**) Pseudotime analysis reflecting the differentiation pathway of cells within the GCP-lineage with an origin in the GCP-like clusters, indicating cluster 7 is stalled or altered during differentiation.

**Figure 8—figure supplement 1.**
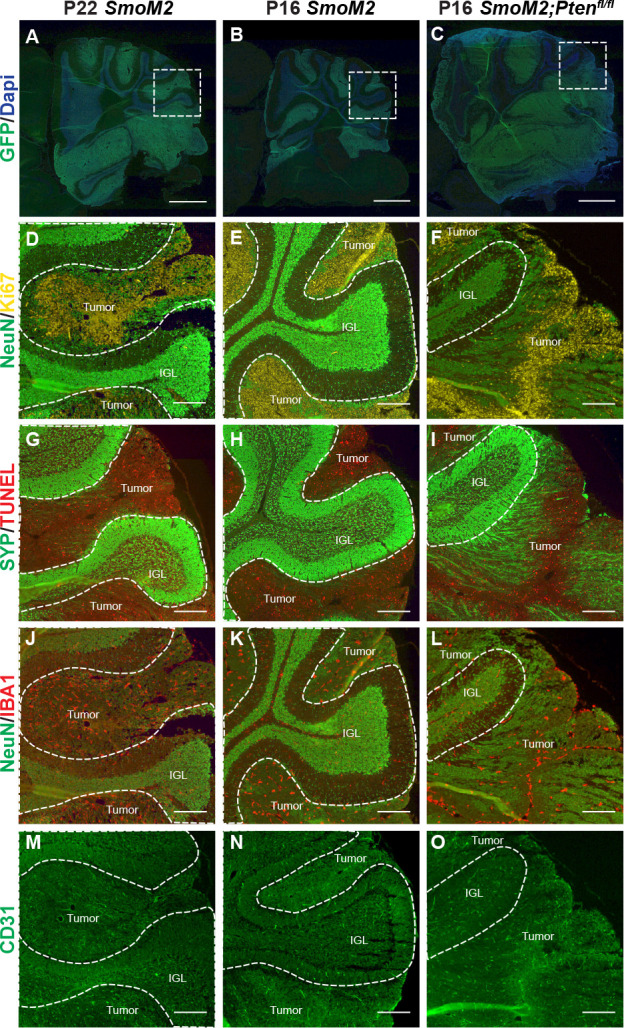
The cellular phenotypes of large tumors from P16 SmoM2*-Pten^fl/fl^* mice and P22 SmoM2 mice are similar to end stage tumors. (**A–C**) Sagittal sections of cerebellar sections from P16 and P22 SmoM2 mice and P16 SmoM2*-Pten^fl/fl^* mice stained with GFP and DAPI to highlight tumor cells (n=3 mice/genotype). Dashed line squares indicate location of high-magnification images shown in (**D–O**). Scale bars indicate 1 mm. (**D–O**) Higher magnification images of tumors stained for indicated proteins to confirm that the cellular phenotypes of large tumors in P16 SmoM2*-Pten^fl/fl^* mice and P22 SmoM2 mice are like tumors at end stage. Dashed lines outline the internal granule layer (IGL). Scale bars indicate 200 μm.

**Figure 8—figure supplement 2.**
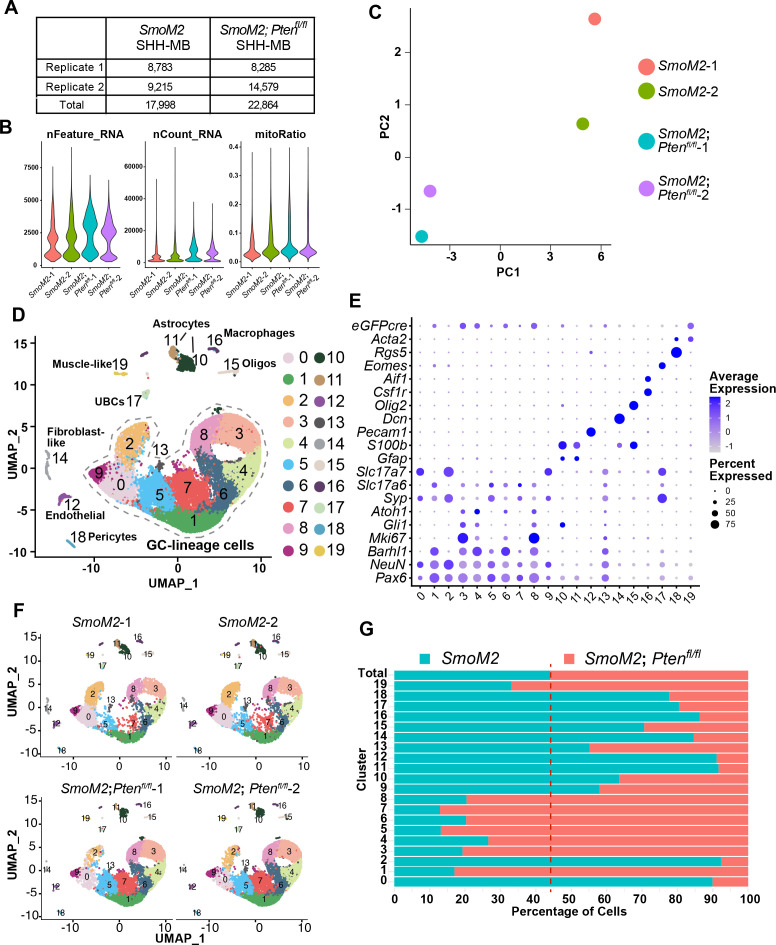
ScRNA-seq comparison of tumors from P16 SmoM2*-Pten^fl/fl^* mice to P22 SmoM2 mice. (**A**) Number of cells from each replicate and genotype used for downstream analyses after filtering. (**B**) Violin plots showing the number of features, and RNA counts and percent mitochondrial RNA counts across the biological replicates of the scRNA-seq data set after filtering out poor quality cells (where number of detected genes was ≤500, the number of detected transcripts was ≥18,000 and mitochondrial gene percentage ≥20%). (**C**) PCA plot after filtering out poor quality cells and integrating the replicates and genotypes showing the two genotypes separate well. (**D**) UMAP showing projections of all cells showing cluster annotations. (**E**) Dot plot graph showing expression levels of cell type marker genes across all clusters and their cell type designations. (**F**) UMAPs of all cells shown by genotype and sample. (**G**) Graph showing proportions of cells of each genotype when all cells are included. The dotted line represents the expected ratio between the two genotypes. Figure 8—figure supplement 2—source data 1.Top cell markers for each cluster in merged scRNA-seq data.Related to Figure 8—figure supplement 2D and E. Figure 8—figure supplement 2—source data 2.Cell numbers per cluster for each genotype based on merged scRNA-seq data.Related to Figure 8F and G, Figure 8—figure supplement 2G.

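Ordered from the GCP-like cells by diffusion pseudotime, which scales the cells from 0 to 1, the GC lineage ran through transitioning and early GC-like to mature GC-like cells. The median pseudotime was 0.216 in GCP-like, 0.556 in transitioning, 0.636 in early GC-like and 0.872 in mature GC-like cells. Without integration the order was the same, with medians of 0.136, 0.332, 0.394 and 0.790. Among clusters, the one with histone gene Hist1h2ap and Rrm2 leading, in S phase, had the lowest median (0.074), and the transitioning cluster with Nhlh1 and Nhlh2 lay at 0.594. It was followed by an early GC-like cluster with Dcx and Dpysl3 at 0.687 and another with Gabra2 and Ntf3 at 0.850. The mature cluster with Grm4 and Cbln3 lay at 0.840 and the one with Vsnl1 and Snap25 at 0.906. PAGA connectivity, a measure of how many neighbor links 2 clusters share, was 0.408 between the Nhlh1 and the Dcx cluster, 0.634 between the Dcx and the Gabra2 cluster and 0.596 from there to the Vsnl1 cluster. Pseudotime reads the same UMIs as the classes, so the order is not independent of the naming. These UMIs may include free RNA of other cells, whose level may differ between the genotypes.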

Pseudotime analysis (Trapnell et al., 2014; Qiu et al., 2017) reflecting the differentiation pathway of cells within clusters 0–9 with an origin in the GCP-like clusters was consistent with our cell type predictions, showing clusters 0, 2, and 9 are most mature and that the trajectory proceeds in order through the transitioning cluster 6, then through the early GC-like clusters 1 and 5 to the mature GC cluster 0 and on to cluster 2 or 9 (Figure 8H). 

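The early GC-like cluster with the fewest UMIs, led by Grin2b and Gabra2, had its strongest link to the Dcx early GC-like cluster and a weak one to the third. Grin2b encodes a subunit of NMDA receptors found in young neurons. The cluster had a median pseudotime of 0.495, below that of the Nhlh1 transitioning cluster, and its connectivity was 0.262 to the Dcx early GC-like cluster, 0.212 to a mature cluster with Grin2c and Gabrd, 0.034 to the Gabra2 and Ntf3 early GC-like cluster and 0.0057 to the mature Grm4 cluster. It held 139 and 218 cells of the SmoM2 mice and 977 and 982 cells of the SmoM2-Ptenfl/fl mice, so 84.6% of its cells came from the latter. Over the early GC-like cells of a mouse its share was 37.9% and 43.2% in SmoM2 and 53.7% and 41.6% in SmoM2-Ptenfl/fl mice. Its median share of mitochondrial UMIs was 3.38 and 2.60 times (SmoM2) and 2.30 and 4.01 times (SmoM2-Ptenfl/fl) that of the other early GC-like cells of the same mouse.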

The analysis further indicated that early GC-like cluster 7 has a separate differentiation pathway, possibly indicating that loss of PTEN suppresses full differentiation of the GC-like tumor cells. These results are also consistent with our IHC marker analysis of tumor sections that showed that SmoM2*-Pten^fl/fl^* tumors have an abundance of GC-like cells expressing NeuN and SYP and further indicated such cells have an early GC-like state (clusters 1, 5, 7).

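Among the cells of the GC lineage, early GC-like cells were 20.4% in SmoM2-Ptenfl/fl and 5.70% in SmoM2 mice (mean of 2 mice each). In the early GC-like cells of SmoM2-Ptenfl/fl mice, Rbfox3 and Syp were detected in 30.0% and 24.3% of cells after thinning. Both genes were far above the background cells of these mice, where Rbfox3 was found in 4.4% and Syp in 2.38% of cells. Mature GC-like cells of the same mice had Rbfox3 in 38.2% and Syp in 39.9% ± 9.30 of cells (SD, n = 2).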

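Pten itself was lower in GCP-like cells of SmoM2-Ptenfl/fl mice, and Chac1 and Nupr1 had the largest increases among genes at 20 CPM or more. Pten was at 99.3 and 93.0 CPM in the SmoM2 mice and at 63.2 and 60.7 in the SmoM2-Ptenfl/fl mice, or 96.2 ± 4.48 and 62.0 ± 1.72 (SD, n = 2 each). This is a log2 fold change of -0.63 (standard error 0.090, adjusted p = 0.0133 from edgeR's quasi-likelihood test), which was not called without SmoM2-Ptenfl/fl replicate 1 or 2 (highest adjusted p 0.0808). Pten lies on chromosome 19 of GRCm38 from 32757497 to 32826160, and its 3' UTR, where 3' tags come from, lies in exon 9 from 32820026 to 32826160. The paper's text does not name the exons that the floxed allele deletes. A deletion of other exons would leave these tags in place, so the level of Pten does not show whether or in how many cells the gene was deleted.
Of 14017 genes tested, 699 were higher and 578 lower in SmoM2-Ptenfl/fl than in SmoM2 GCP-like cells at an adjusted p under 0.05, and 481 and 537 with an absolute log2 fold change over 0.5 as well. The largest increases among genes at 20 CPM or more were those of Chac1 (log2 fold change 5.38), a glutathione-degrading enzyme induced by ATF4, Nupr1 (4.41), a stress-induced chromatin protein, Hes5 (4.26), a Notch target, Sowaha (3.99) and Slc6a6 (3.22), the taurine transporter. They were followed by Pdzrn3 (2.72), Grin2b (2.63), Grb10 (2.62), an adaptor of insulin receptor signaling, Kif21b (2.48), a kinesin, and Chd3 (2.36), a chromatin remodeler. The largest decreases were those of the histone gene Hist1h2ab (-3.70), Cdr1os (-2.34), Hist2h2ac (-2.06), Hist1h2bc (-1.79), the myelin gene Plp1 (-1.78), Olig3 (-1.77), Slc30a10 (-1.76), Col5a2 (-1.71), Rab26os (-1.70) and Hist1h2ac (-1.62). Both mice of a genotype lay on the same side of both mice of the other for each of these 20 genes, by the rule that named them.
Gli1 (log2 fold change -0.07, adjusted p = 0.669 in edgeR) and Mki67 (0.31, 0.137) did not pass the test, although Mki67 did with no filter on low counts, while Barhl1 fell (-0.67, 0.0268). The calls of Barhl1 and Plp1 were lost without either SmoM2-Ptenfl/fl mouse, and that of Hes5 (adjusted p = 0.0496 in edgeR, at 7.12 and 54.3 CPM in these mice) without replicate 2 and in 5 other settings. Genes listed as RNA of mature granule cells moved with the lower genes, with 7 of 17 lower and none higher (1 higher and 9 lower when adjusted over the list alone), as did 6 of 14 genes of Purkinje cells, with 1 higher (3 higher and 7 lower when adjusted over the list alone). Of the lower genes, 203 were at least 10 times higher in another cell class of the SmoM2 mice, as were 158 of the higher genes and 2337 of all 14017 tested (35.1%, 22.6% and 16.7%). Each sum held 11771211 to 51970133 UMIs. The counts were 178 higher and 129 lower without SmoM2-Ptenfl/fl replicate 1, 142 and 102 without replicate 2, and 370 lower without SmoM2 replicate 2. They were 347 lower without cells called doublets, 340 and 315 in cells with an eGFPcre UMI alone, and 1785 and 1338 with no filter on low counts.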

We next performed differential expression analyses (Figure 9—figure supplement 1—source data 1) between SmoM2 and SmoM2*-Pten^fl/fl^* cells in the GCP-like tumor cell clusters (3, 4, 8) and found 1,011 genes were significantly upregulated and 3,710 were downregulated in the cells lacking *Pten* compared to SmoM2 cells (adjusted p-value≤0.05, Figure 9A, Figure 9—source data 1). Gene set enrichment analysis (GSEA) of Hallmark terms confirmed mTORC1 signaling is significantly upregulated in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2, as well as terms associated with MYC and E2F targets and unfolded protein response (Figure 9B, Figure 9—figure supplement 1A, Figure 9—figure supplement 1—source data 1). 

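Genes of mTORC1 signaling and of the ATF4 and amino acid response, which overlap in their members, rose in GCP-like cells of SmoM2-Ptenfl/fl mice. Of 80 mTORC1 genes, 29 were higher, none was lower and 51 did not pass the test (41 higher and 4 lower when adjusted over the list alone), with a median log2 fold change of 0.36. They included Nupr1, Slc6a6 and Sesn2 (2.64, adjusted p = 0.0056 in edgeR), which restrains mTORC1 when leucine is scarce, and Trib3, an ATF4 target with 3 UMIs in the SmoM2 and 234 in the SmoM2-Ptenfl/fl mice. Of 45 genes of the ATF4 and amino acid response, 29 were higher and none lower (34 and none when adjusted over the list alone), with a median of 0.84. Among them, Fgf21, a stress-induced hormone, had no UMI in SmoM2 and 280 UMIs in SmoM2-Ptenfl/fl mice, at least 27.4-fold higher against a floor of 3 counts over the group. Nupr1, Sesn2 and Trib3 are on both lists. The lists of glycolysis (20 genes) and of sterol and fatty acid synthesis (33 genes) also share members with the mTORC1 list. Their medians in these cells were 0.11 and 0.07. Whether the mTORC1 list rises without the members it shares with the ATF4 list was not tested.
Of 54 MYC target and ribosome biogenesis genes, 6 were higher and none lower (9 higher and none lower when adjusted over the list alone, median 0.13), among them Bysl (0.63), Nme1 (0.51), Bop1 (0.50) and Ran (0.41). Of 48 E2F targets, 9 were higher and 1 lower (10 and 1 when adjusted over the list alone, median 0.16), among them Ccne1 (0.75), which drives entry into S phase, Rrm2 (0.63), Asf1b (0.53) and Tk1 (0.52). Of 39 genes of the unfolded protein response, Herpud1 (0.87), Dnajb11 (0.51) and Manf (0.48) were higher and Ero1lb (-0.97) was lower (4 higher and 1 lower when adjusted over the list alone, median 0.07). Of 49 G2/M genes, 19 were higher and 1 lower (36 higher and 1 lower when adjusted over the list alone, median 0.38), with a median of -0.016 when cells with more than 18000 UMIs were kept. Histone genes moved the other way, with 23 of 62 lower and 2 higher (32 lower and 2 higher when adjusted over the list alone, median -0.65). The genotypes also filled the clusters of the class differently. The cluster with Ung and Mcm6 held 994 of 2261 SmoM2 and 2879 of 8794 SmoM2-Ptenfl/fl cells, and the S phase cluster with Hist1h2ap 593 and 2986. Whether this mix brings the shifts of the E2F and G2/M lists was not tested.
Against all other genes, camera gave an adjusted p of 2.5e-07 for mTORC1, 1.8e-15 for the ATF4 and amino acid response, 0.00063 for MYC targets, 0.0011 for E2F targets, 5.6e-11 for G2/M genes, 8.1e-09 for histone genes and 0.218 for the unfolded protein response. None of these lists was called with an estimated correlation, where the adjusted p was 0.479 for mTORC1, the ATF4 response and MYC targets, 0.731 for E2F targets and 0.667 for the unfolded protein response. The E2F list was also not called in cells with an eGFPcre UMI alone or without SmoM2-Ptenfl/fl replicate 1 (median 0.079 in the former). Each gene named from the MYC, E2F and unfolded protein response lists lost its call without SmoM2-Ptenfl/fl replicate 1 or 2, apart from Ero1lb, which lost it without replicate 2. From the enrichment of Hallmark terms in these cells, the paper concludes that mTORC1 signaling is raised in tumors lacking Pten, as are MYC and E2F targets and the unfolded protein response. For mTOR signaling the paper also has evidence from tumor sections. It reports strong pAKT and pS6 staining in SmoM2-Ptenfl/fl tumors alone, and higher Asns, Vldlr and Cdkn1a by RNA in situ.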

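Cdkn1a, Vldlr, Asns, Psph and Mthfd2 all rose in GCP-like cells of SmoM2-Ptenfl/fl mice. Cdkn1a encodes the cell cycle inhibitor p21, Vldlr a lipoprotein and Reelin receptor, Asns asparagine synthetase, Psph the last enzyme of serine synthesis and Mthfd2 a mitochondrial enzyme of folate metabolism. Mthfd2 was at 135 ± 10.9 CPM in SmoM2-Ptenfl/fl and 45.5 ± 4.85 in SmoM2 mice (SD, n = 2 each), with a log2 fold change of 1.57 (standard error 0.11, adjusted p = 0.0028 from edgeR's quasi-likelihood test). For Vldlr the levels were 67.5 ± 12.2 and 18.9 ± 2.53 (log2 fold change 1.84, standard error 0.16, adjusted p = 0.0040 in edgeR). Cdkn1a was at 98.3 ± 10.3 and 27.0 ± 16.8 (log2 fold change 1.86, standard error 0.36, adjusted p = 0.0298 in edgeR), Asns at 174 ± 73.2 and 51.0 ± 25.1 (1.77, 0.38, 0.0375) and Psph at 69.8 ± 27.7 and 24.7 ± 5.88 (1.5, 0.28, 0.0275). Both SmoM2-Ptenfl/fl mice were above both SmoM2 mice for each gene. The paper chose these 5 genes from these samples. All are members of the mTORC1 list, and Vldlr, Asns, Psph and Mthfd2 are on the ATF4 list too. Their rise is therefore no independent evidence for either list. The call of Cdkn1a was lost without either SmoM2-Ptenfl/fl mouse (adjusted p up to 0.109), as was that of Asns (up to 0.134, and in 3 other settings), and that of Psph without replicate 1. On GRCm38 the genes are Cdkn1a (ENSMUSG00000023067) from 29090976 to 29100727 of chromosome 17, Vldlr (ENSMUSG00000024924) from 27216484 to 27254231 of chromosome 19, Asns (ENSMUSG00000029752) from 7675169 to 7693254 of chromosome 6, Psph (ENSMUSG00000029446) from 129765558 to 129787449 of chromosome 5 and Mthfd2 (ENSMUSG00000005667) from 83305691 to 83325908 of chromosome 6.

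**Figure D3:**
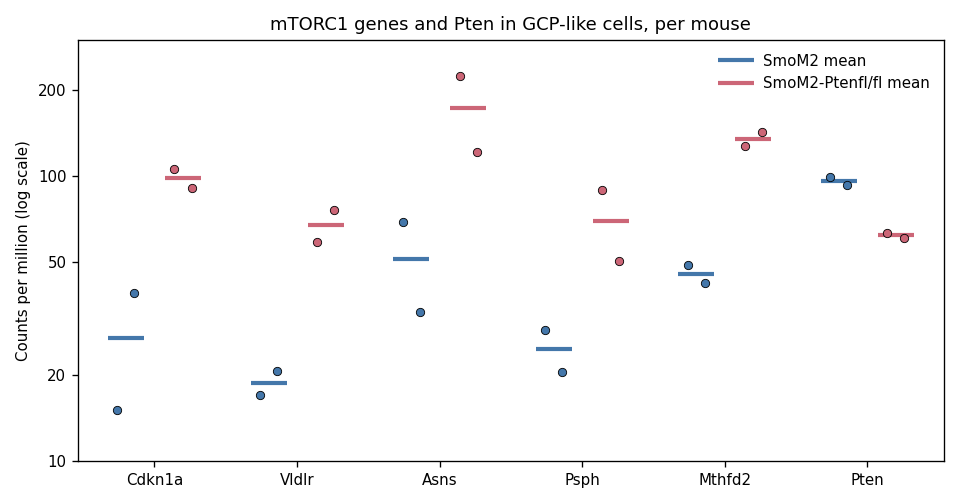
Levels of Cdkn1a, Vldlr, Asns, Psph, Mthfd2 and Pten in GCP-like cells, in CPM on a log axis. Points are mice and dashes the mean of the 2 mice of a genotype. Mthfd2 has means of 45.5 in SmoM2 and 135 in SmoM2-Ptenfl/fl mice, and Pten of 96.2 and 62.0.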

Violin plots of expression of mTORC1 genes supported upregulation of MTOR signaling (Figure 9C). 

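Interferon response, complement and inflammatory response genes were lower in GCP-like cells of SmoM2-Ptenfl/fl than of SmoM2 mice, with few called members in each list. Of 52 interferon response genes, 5 were lower and 2 higher (9 lower and 3 higher when adjusted over the list alone, median log2 fold change -0.25). The lower genes included Ifi27 (-3.04, adjusted p = 0.017 in edgeR), Parp9 (-1.58, 0.043) and Herc6 (-1.55, 0.039), all induced by interferon, and the higher genes Cmpk2 (1.72, 0.018), another interferon-induced gene. Of 15 complement genes, 5 were lower and none was higher (6 and none when adjusted over the list alone, median -0.63), among them Clu (-1.90), an inhibitor of the terminal complement complex, S100a13 (-1.46), Gca (-1.30) and Ctso (-0.88), a lysosomal protease. Of 19 inflammatory response genes, 4 were lower and none was higher (4 and none when adjusted over the list alone, median -0.34). These were Tlr3 (-2.44), a receptor for double-stranded RNA, the cytokine Il18 (-2.09), Calcrl (-1.40) and Itgb8 (-0.91), an integrin that activates TGF-beta. Of 13 ligands that recruit macrophages, Gas6 (1.65), Cxcl14 (1.65) and Vegfa (0.84) were higher and none was lower (5 higher and 3 lower when adjusted over the list alone, median 0.22, camera adjusted p = 0.39).
Camera gave an adjusted p of 0.023 for the interferon, 8.1e-05 for the complement and 0.0091 for the inflammatory list. With an estimated correlation the adjusted p was 0.479 for each of these 3 lists, so none was called. Each gene named above lost its call when SmoM2-Ptenfl/fl replicate 1 or 2 was left out, apart from Cxcl14, which lost it without replicate 1. The list of mature granule cell RNA was lower in the same cells (median log2 fold change -0.81, camera adjusted p = 0.00063). That of Purkinje cell RNA had a median of -0.69 and was not called (camera adjusted p = 0.095). The interferon list was not called without SmoM2 replicate 1 or 2 (medians of -0.32 to -0.18 over the alternatives), nor the inflammatory list without SmoM2 replicate 2 (median -0.023) or with no filter on low counts.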

As for pathways downregulated in SmoM2*-Pten^fl/fl^* cells compared to SmoM2, ‘Interferon alpha response’ was greatest, and the list included ‘complement’ and ‘inflammatory response’ (Figure 9D), possibly contributing to the observed decrease in infiltrating macrophages in such tumors compared to SmoM2. Violin plots of genes involved in Interferon alpha signaling supported their downregulation in tumor cells lacking *Pten* (Figure 9E). 

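Of Irf2, Ifitm2, Txnip, Pnpt1 and Lpar6, all lower in the mean in GCP-like cells of SmoM2-Ptenfl/fl mice, Irf2 alone passed the test. Irf2, a transcription factor that represses interferon-induced genes, was at 24.3 ± 0.29 CPM in SmoM2-Ptenfl/fl and 33.1 ± 0.23 in SmoM2 mice (SD, n = 2 each), with a log2 fold change of -0.44 (standard error 0.10, adjusted p = 0.0433 from edgeR's quasi-likelihood test). Ifitm2, an interferon-induced antiviral membrane protein, had a log2 fold change of -0.61 (adjusted p = 0.0575 in edgeR) at 82.5 ± 10.7 and 126 ± 26.4 CPM. Txnip, an inhibitor of thioredoxin and a FOXO target, had -0.70 (0.0521) at 39.9 ± 10.9 and 65.2 ± 1.19 CPM. Pnpt1 had -0.36 (0.107) and Lpar6 -0.40 (0.119). For each of the 5 genes both SmoM2-Ptenfl/fl mice were below both SmoM2 mice. They were chosen by the paper from these samples and belong to the interferon list of 52 genes, so they are no independent evidence for its direction. The call of Irf2 was lost without any 1 of the 4 mice, with no upper limit on UMIs, without cells called doublets and in cells with an eGFPcre UMI alone. Irf2 was also lower in early GC-like (-1.12), mature GC-like (-0.97), astrocyte-like (-1.46) and macrophage-like cells (-2.91), so its fall was not particular to GCP-like cells. On GRCm38 the genes are Irf2 (ENSMUSG00000031627) from 46739732 to 46847458 of chromosome 8, Ifitm2 (ENSMUSG00000060591) from 140954837 to 140955987 of chromosome 7, Txnip (ENSMUSG00000038393) from 96557957 to 96561883 of chromosome 3, Pnpt1 (ENSMUSG00000020464) from 29130744 to 29161828 of chromosome 11 and Lpar6 (ENSMUSG00000033446) from 73237895 to 73243294 of chromosome 14.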

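Early neuronal differentiation genes were higher in GCP-like cells of SmoM2-Ptenfl/fl mice, and synaptic genes were not. Of 48 early neuronal genes, 19 were higher, none was lower and 29 did not pass the test (30 higher and 1 lower when adjusted over the list alone, median log2 fold change 0.46). The rise was not particular to GCP-like cells. The median was 0.46 in early GC-like, 0.76 in mature GC-like, 0.68 in macrophage-like and 1.26 in astrocyte-like cells. Besides Chd3, the largest increases were those of Plxna2 (1.88), a semaphorin receptor of axon guidance, Tubb2a (1.33), a tubulin of neurons, and Dpysl4 (1.23), which acts in axon growth. Of 55 genes of synaptic transmission, 10 were lower and 2 higher (11 lower and 3 higher when adjusted over the list alone, median -0.16). Grin2b rose, while Dnm1 (-1.78), Grin2c (-1.70) and Gabra6 (-1.65) fell, of which Grin2c and Gabra6 are receptor subunits of mature granule cells and members of the mature granule cell RNA list that was lower in the same cells. Of 20 SHH pathway targets, Hhip (1.15), a SHH-binding inhibitor of the pathway, and Ccne1 were higher and none was lower (2 higher and none lower when adjusted over the list alone, median 0.05, camera adjusted p = 0.20).
Camera gave an adjusted p of 2.2e-09 for early neuronal genes, which was 0.479 with an estimated correlation, and of 0.055 for synaptic genes (0.81 with an estimated correlation), which were called as lower in 5 of 14 alternatives. Dnm1, Grin2c, Gabra6 and Grin2b were not called without cells called doublets, nor was Dnm1 without SmoM2-Ptenfl/fl replicate 1, Grin2b without replicate 2 and Grin2c without either or without SmoM2 replicate 2.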

GSEA of Gene ontology (GO) terms (biological processes) showed upregulation of terms associated with neural development in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2 (Figure 9F, Figure 9—figure supplement 1B, Figure 9—figure supplement 1—source data 2), indicating loss of PTEN pushes GCP-like cells toward neural differentiation. 

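Chd3 and Cntn2 rose in GCP-like cells of SmoM2-Ptenfl/fl mice, and Hes1 and Map1b had higher means that did not pass the test. Chd3, a chromatin remodeler of the NuRD complex, was at 62.6 ± 6.79 CPM in SmoM2-Ptenfl/fl and 12.2 ± 2.26 in SmoM2 mice (SD, n = 2 each), a log2 fold change of 2.36 (standard error 0.15, adjusted p = 0.0024 from edgeR's quasi-likelihood test). Cntn2, which encodes TAG1, was at 153 ± 17.2 and 92.0 ± 3.00 CPM (log2 fold change 0.74, standard error 0.11, adjusted p = 0.0142 in edgeR), and its call was lost without SmoM2-Ptenfl/fl replicate 2. Hes1, a Notch target that represses neurogenesis, was at 71.5 ± 25.8 and 34.8 ± 12.1 CPM (log2 fold change 1.04, standard error 0.29, adjusted p = 0.0712). Map1b, a microtubule-associated protein of growing axons, was at 578 ± 141 and 413 ± 49.4 CPM (0.49, 0.17, 0.116). For these 4 genes both SmoM2-Ptenfl/fl mice were above both SmoM2 mice. The paper chose them from these samples, so they are not independent evidence for the early neuronal list, which holds Chd3, Cntn2 and Map1b. On GRCm38 the genes are Chd3 (ENSMUSG00000018474) from 69343273 to 69369406 of chromosome 11, Cntn2 (ENSMUSG00000053024) from 132509427 to 132543256 of chromosome 1, Hes1 (ENSMUSG00000022528) from 30064384 to 30067796 of chromosome 16 and Map1b (ENSMUSG00000052727) from 99421446 to 99516540 of chromosome 13.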

Violin plots of expression of genes involved in neural regulation supported upregulation of neurogenesis (Figure 9G).

**Figure 9.**
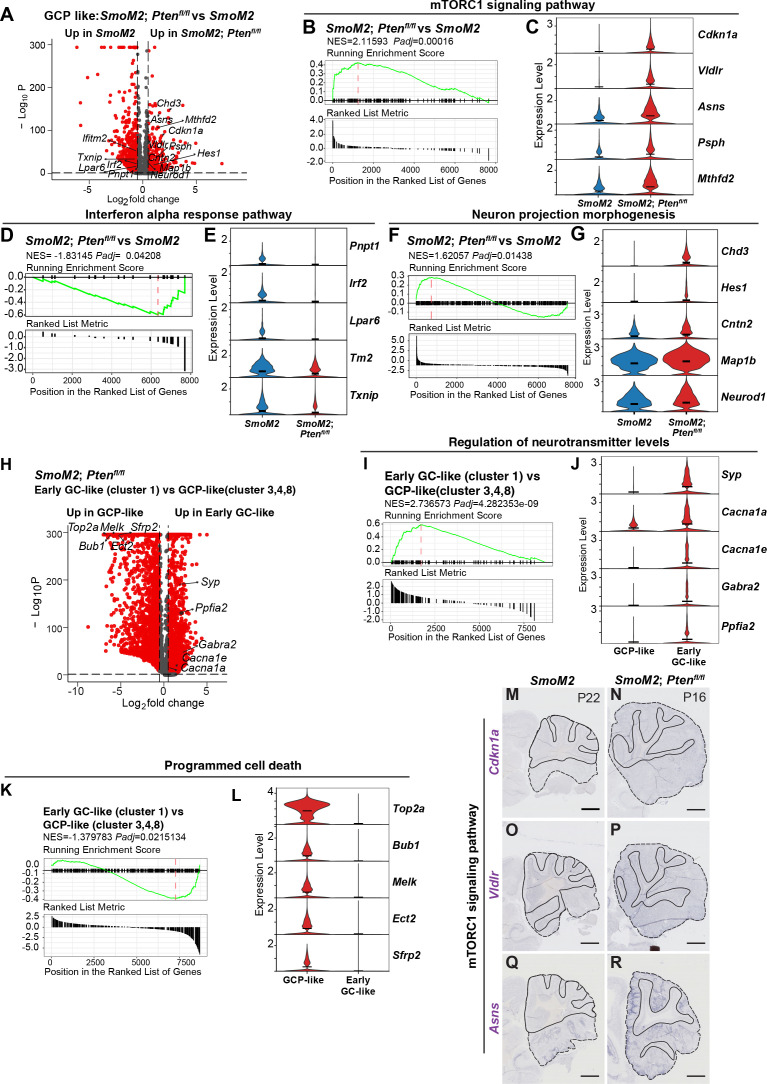
SmoM2 tumors lacking *Pten* have altered neurogenesis and immune signaling. (**A**) Volcano plot showing differentially expressed genes in GCP-like tumor cell clusters (3, 4, 8; red: adjusted p-value0.05, ab[log_2_fold-change]>0.5), in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2. (**B**) Gene set enrichment analysis (GSEA) plots (Hallmark terms) showing that mTORC1 signaling pathway is significantly unregulated in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2. (**C**) Violin plots showing expression levels of mTORC1 signaling pathway genes in the two genotypes. (**D**) GSEA plots (Hallmark terms) showing that Interferon alpha response is significantly downregulated in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2. (**E**) Violin plots showing expression levels of Interferon alpha response genes in the two genotypes. (**F**) GSEA plots of Gene ontology (GO) terms (biological processes) showing that regulation of neural differentiation is significantly upregulated in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2. (**G**) Violin plots showing expression levels of neural differentiation genes in the two genotypes, indicating an early stage of neurogenesis is enhanced. (**H**) Volcano plot showing differentially expressed genes in early GC-like cluster 1 compared to GCP-like cell clusters (3, 4, 8) in SmoM2*-Pten^fl/fl^* tumors (red: adjusted p-value0.05, ab[log_2_fold-change]>0.5). (**I**) GSEA plots of Gene ontology (GO) terms (biological processes) confirmed upregulation of neural differentiation in cluster 1 compared to the GCP-like cell clusters. (**J**) Violin plots showing expression levels of neural differentiation genes in the two cell types. (**K**) GSEA plots of Gene ontology (GO) terms (biological processes) showed downregulation of ‘positive regulation of programmed cell death’ in cluster 1 compared to the GCP-like cell clusters. (**L**) Violin plots showing expression levels of programmed cell death genes in the two cell types. (**M–R**) Lateral sagittal sections of tumors from SmoM2 mice (P22, M, O, Q) or SmoM2*-Pten^fl/fl^* mice (P16, N, P, R) stained for RNA in situ analysis of *Cdkn1a*, *Vldr*, *Asns*, indicating upregulation of mTORC1 signaling pathway in *Pten* mutant tumors. Note that *Asns* is also a gene involved in the unfolded protein response. Figure 9—source data 1.scRNA-seq differential gene expression analysis of GCP-like tumor cells comparing SmoM2; *Ptenfl/fl* to SmoM2.Related to Figure 9A. Figure 9—source data 2.scRNA-seq differential gene expression analysis in early GC-like (cluster 1) compared with GCP-like (clusters 3, 4, 8) in SmoM2; Ptenfl/fl tumors.Related to Figure 9H.

**Figure 9—figure supplement 1.**
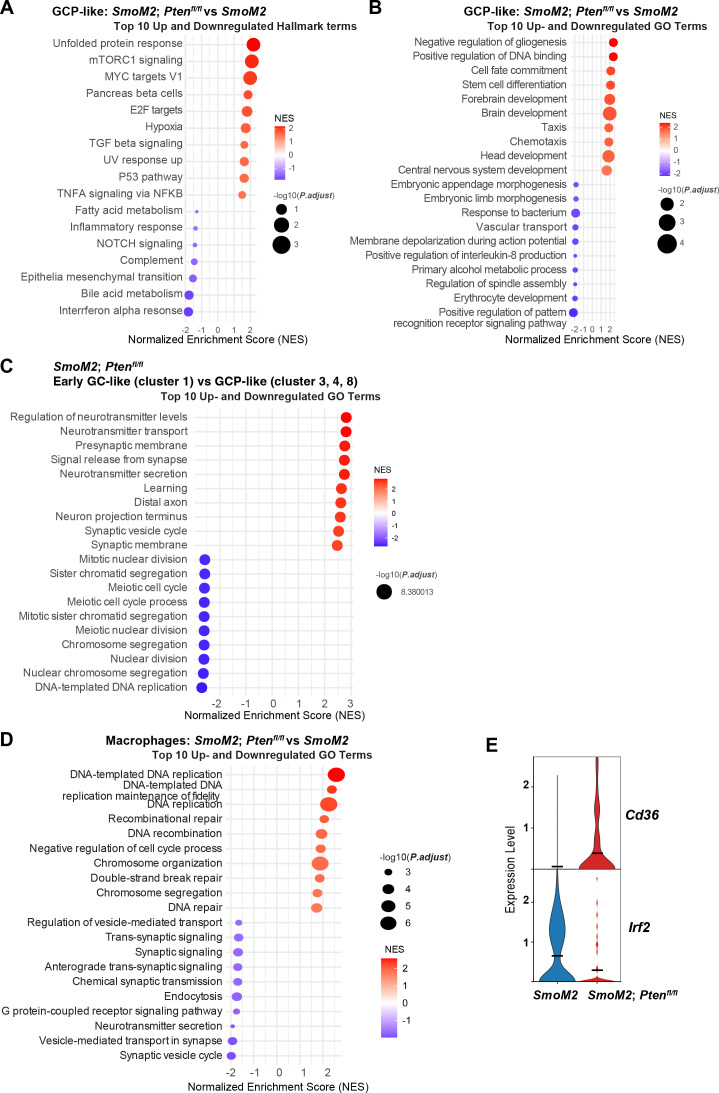
Differential expression analyses confirm activation of mTOR signaling, altered neural differentiation, and decreased immune signaling following *Pten* loss. (**A**) Bar plots showing top 10 upregulated and downregulated Hallmark terms in SmoM2-*Pten^fl/fl^* GCP-like cells compared to SmoM2. (**B**). Bar plots showing top 10 upregulated and downregulated Gene ontology (GO) terms (biological processes) in GCP-like cells from SmoM2*-Pten^fl/fl^* mice compared to SmoM2. (**C**). Bar plots showing top 10 upregulated and downregulated Gene ontology (GO) terms (biological processes) in early GC-like cluster 1 compared to GCP-like cell clusters (3, 4, 8) in SmoM2*-Pten^fl/fl^* tumors. (**D**). Bar plots showing the top 10 upregulated and downregulated Gene ontology (GO) terms (biological processes) in macrophages in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2. (**E**) Violin plots showing expression levels of *Cd36* and *Irf2* in macrophages in the two tumor genotypes. Figure 9—figure supplement 1—source data 1.GSEA analysis of Hallmark terms of DEG gene list of GCP-like cells in SmoM2; *Ptenfl/fl* compared with SmoM2 tumors.Related to Figure 9—figure supplement 1A. Figure 9—figure supplement 1—source data 2.GSEA analysis of Gene Ontology terms of DEG gene list of GCP-like cells in SmoM2; Ptenfl/fl compared with SmoM2 tumors.Related to Figure 9—figure supplement 1B. Figure 9—figure supplement 1—source data 3.GSEA analysis of Gene Ontology terms of DEG gene list in early GC-like (cluster 1) compared with GCP-like (clusters 3, 4, 8) of SmoM2; Ptenfl/fl tumors.Related to Figure 9—figure supplement 1C. Figure 9—figure supplement 1—source data 4.scRNA-seq differential gene expression analysis of macrophages in SmoM2; Ptenfl/fl compared with SmoM2 tumors.Related to Figure 9—figure supplement 1D. Figure 9—figure supplement 1—source data 5.GSEA analysis of Gene Ontology terms of DEG gene list of macrophages in SmoM2; *Ptenfl/fl* compared with SmoM2 tumors.Related to Figure 9—figure supplement 1D.

### scRNA-seq analysis confirms reduced cell death in differentiated cells of SmoM2*-Pten^fl/fl^* tumors

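Called genes at 20 CPM or more in the higher class, with no overlap between the classes, were ranked in SmoM2-Ptenfl/fl mice. Among these, Gabra2 and Gpr22 rose and Kif18b and Zfp36l1 fell most from GCP-like to early GC-like cells. Gabra2 (log2 fold change 4.80), a GABA receptor subunit, Gpr22 (4.67), Lrp1b (4.55) and Arg2 (4.53), a mitochondrial arginase, led the higher genes. Kif18b (-6.53) and Bub1 (-5.72), which act at kinetochores and microtubules in mitosis, Zfp36l1 (-6.31), a regulator of mRNA decay, and Troap (-5.91) led the lower genes.
Of 13976 genes tested on sums of the GCP-like and early GC-like cells of all 4 mice, 4769 were higher and 4999 lower in early GC-like cells of SmoM2-Ptenfl/fl mice (adjusted p under 0.05 from edgeR with the mouse as a block), and 4160 and 4305 with an absolute log2 fold change over 0.5 as well. The classes were named by marker genes, among them Slc17a6, Rbfox3, Syp, Mki67 and Top2a, so a difference in these follows from the naming. The early GC-like sums of the SmoM2-Ptenfl/fl mice held 5343427 and 8323343 UMIs, against 32536439 and 51970133 UMIs for GCP-like cells. Early GC-like cells also had a higher share of mitochondrial transcripts, with all 13 higher (13 when adjusted over the list alone, median log2 fold change 0.83), a list that camera did not call without clusters of few UMIs or with the clusters of Dcx and Nhlh1 in place of the early GC-like class, settings chosen after the data were seen.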

Since our immunohistochemical analysis of SmoM2*-Pten^fl/fl^* tumors showed that cell death was reduced in the NeuN+/SYP +regions of tumors, we next performed differential expression analyses of only the *Pten* mutant cells in the early GC-like cluster 1 to the GCP-like clusters 3, 4, and 8 and found 2738 genes were significantly upregulated and 4185 were downregulated in cluster 1 cells compared to GCP-like cells (adjusted p-value ≤0.05, Figure 9H, Figure 9—source data 2). 

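Synaptic and early neuronal genes rose and pro-apoptotic genes fell on balance from GCP-like to early GC-like cells of SmoM2-Ptenfl/fl mice. Of 55 genes of synaptic transmission, 52 were higher and none was lower (52 and none when adjusted over the list alone, median log2 fold change 1.91), among them Grin2b (3.99), Grin1 (3.94), the obligatory NMDA receptor subunit, and Cacna1e. Of 48 early neuronal genes, 34 were higher and 4 lower (34 and 4 when adjusted over the list alone, median 1.5), among them the adhesion molecule L1cam (4.35), the netrin receptor Unc5c (3.90), Dpysl3 (3.41) and Tubb2a (3.06). Of 36 pro-apoptotic genes, 22 were lower and 8 higher (22 and 8 when adjusted over the list alone, median -0.63). The caspase gene Casp8 had 152 UMIs in GCP-like and none in early GC-like cells, at least 8.19-fold lower against a floor of 3 counts over the class, and Casp7 (-4.26) and Siva1 (-3.07) fell. Bik, a BH3-only protein, had 132 UMIs in GCP-like and 2 in early GC-like cells, a ratio per UMI of 10.7 with a 95% counting interval of 2.90 to 89.1. Of 14 anti-apoptotic genes, Bag3 (-3.26), Bag1 (-0.78), Cflar (-0.63), Akt1 (-0.42) and 2 more were lower and 1 was higher (6 lower and 1 higher when adjusted over the list alone, median -0.16, camera adjusted p = 0.66). All 48 E2F targets (48 when adjusted over the list alone, median -3.47) and all 49 G2/M genes (49, median -5.06) were lower. These are changes between classes within 1 genotype. In early GC-like cells, the median log2 fold change of SmoM2-Ptenfl/fl against SmoM2 mice was 0.19 for 30 pro-apoptotic and -0.13 for 13 anti-apoptotic genes.
Camera gave an adjusted p of 1.8e-15 for synaptic, 7.1e-07 for early neuronal and 0.025 for pro-apoptotic genes. With an estimated correlation the adjusted p was 0.410, 0.406 and 0.516, so none was called. The pro-apoptotic list was not called without SmoM2-Ptenfl/fl replicate 1 or when cells of the cluster with Dcx and Dpysl3 and of the transitioning cluster with Nhlh1 were taken as early GC-like (median -0.35), a setting chosen after the data were seen, in which Akt1 had a log2 fold change of 0.088.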

GSEA of GO terms (biological processes) confirmed upregulation of terms associated with neural differentiation and also highlighted downregulation of ‘positive regulation of programmed cell death’ in *Pten* mutant cells in cluster 1 compared to the GCP-like clusters (Figure 9I and K, Figure 9—figure supplement 1C, Figure 9—figure supplement 1—source data 3). 

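The paper chose Neurod1, Cacna1a, Cacna1e, Gabra2, Ppfia2, Slc17a6, Slc17a7 and Syp from these samples, and all were higher in early GC-like than in GCP-like cells of SmoM2-Ptenfl/fl mice. Neurod1, a transcription factor of granule neuron differentiation, was at 1251 ± 431 CPM in early GC-like and 322 ± 110 in GCP-like cells (SD, n = 2 mice), a log2 fold change of 1.96 (standard error 0.17, adjusted p = 1.5e-12 from edgeR's quasi-likelihood test). The calcium channel genes Cacna1a and Cacna1e were at 231 ± 31.7 and 200 ± 16.4 CPM in early GC-like and 64.7 ± 5.14 and 14.2 ± 5.71 in GCP-like cells, log2 fold changes of 1.83 and 3.84. Gabra2 was at 213 ± 32.9 and 7.62 ± 3.13 CPM, Ppfia2, which encodes a scaffold of the active zone, at 96.4 ± 1.87 and 18.9 ± 2.08, and Syp at 251 ± 32.6 and 33.2 ± 5.55. Slc17a6 rose by 1.65 to 150 ± 14.0 CPM and Slc17a7 by 2.35 to 33.2 ± 1.38 CPM.
Top2a, Bub1, Melk, Ect2 and Sfrp2 were lower in early GC-like cells. Top2a encodes a topoisomerase of dividing cells, Ect2 a cytokinesis factor, Melk a kinase of dividing cells and Sfrp2 a secreted WNT modulator. Top2a was at 18.7 ± 3.95 CPM in early GC-like and 867 ± 74.6 in GCP-like cells, a log2 fold change of -5.53 (standard error 0.19, adjusted p = 5.2e-23 in edgeR). Bub1 was at 1.64 and 87.0 CPM, Ect2 at 2.28 and 93.2 (log2 fold change -5.30), Melk at 3.51 and 85.4 (-4.60) and Sfrp2 at 2.48 and 63.0 (-4.73). All 13 genes were called by the same test, and for each both early GC-like sums lay on the same side of both GCP-like sums in these mice. On GRCm38 the genes not placed so far are Neurod1 (ENSMUSG00000034701) from 79452521 to 79456751 of chromosome 2, Cacna1a (ENSMUSG00000034656) from 84388440 to 84640246 of chromosome 8, Cacna1e (ENSMUSG00000004110) from 154390731 to 154884501 of chromosome 1, Gabra2 (ENSMUSG00000000560) from 70957597 to 71095849 of chromosome 5 and Ppfia2 (ENSMUSG00000053825) from 106470339 to 106935952 of chromosome 10, and Top2a (ENSMUSG00000020914) from 98992943 to 99024189 of chromosome 11, Bub1 (ENSMUSG00000027379) from 127801122 to 127831865 of chromosome 2, Melk (ENSMUSG00000035683) from 44300876 to 44364675 of chromosome 4, Ect2 (ENSMUSG00000027699) from 27097222 to 27153878 of chromosome 3 and Sfrp2 (ENSMUSG00000027996) from 83766321 to 83774316 of chromosome 3.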

Violin plots of genes underlying the terms supported their altered expression in SmoM2*-Pten^fl/fl^* tumors compared to SmoM2 (Figure 9J and L).

RNA in situ analysis of sections of P22 SmoM2 and P16 SmoM2*-Pten^fl/fl^* tumors was used to confirm some of the genes shown to be differentially expressed between the GCP-like cells in the two genotypes (Figure 9M–R). *Asns* (Unfolded protein gene), *Vldlr,* and *Cdkn1a* (mTORC1 pathway) showed upregulation in GCP-like tumor cells in P16 SmoM2*-Pten^fl/fl^* compared to P22 SmoM2 tumors.

### scRNA-seq analysis indicates loss of *Pten* in SmoM2 SHH-MB tumor cells results in decreased expression of genes associated with cytotoxicity in macrophages

Comparison of the transcriptomes of macrophages in SmoM2-*Pten^fl/fl^* and SmoM2 tumors indicated an anti-inflammatory phenotype in tumors lacking *Pten* because genes related to synaptic signaling and *Irf2* were decreased, and *Cd36*, a marker of protumoral M2-type macrophages, was upregulated in SmoM2-*Pten^fl/fl^* tumors (Figure 9—figure supplement 1D and E, Figure 9—figure supplement 1—source data 4 and 5; Qin et al., 2024; Yang et al., 2022). 

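In macrophage-like cells Cd36 rose and Irf2 and synaptic genes fell in SmoM2-Ptenfl/fl relative to SmoM2 mice, and so did microglial genes and several genes of alternative activation. Cd36, a scavenger receptor for lipids, was at 153 ± 82.3 CPM in SmoM2-Ptenfl/fl and 39.7 ± 14.9 in SmoM2 mice (SD, n = 2 each), from 34 and 32 UMIs, a log2 fold change of 2.08 (standard error 0.46, adjusted p = 0.0304 from edgeR's quasi-likelihood test). Irf2 was at 18.9 ± 26.7 and 192 ± 58.5 CPM, from 5 and 156 UMIs with none in SmoM2-Ptenfl/fl replicate 1, a log2 fold change of -2.91 (standard error 0.63, adjusted p = 0.0298 in edgeR). The fall of Irf2 was not particular to macrophage-like cells. Its log2 fold change was -0.44 in GCP-like, -1.12 in early GC-like, -0.97 in mature GC-like and -1.46 in astrocyte-like cells. Of 23 genes of synaptic transmission, 5 were lower and none was higher (13 lower and none higher when adjusted over the list alone, median -1.61). Among them Gabra6 had 46 UMIs in SmoM2 and none in SmoM2-Ptenfl/fl mice, at least 3.78-fold lower against a floor of 3 counts over the group, and Pclo had 63 and 1 UMIs, a ratio of 15.5 with a 95% counting interval of 2.68 to 622. Gabra6 is a receptor subunit of granule cells, and 6 of 9 genes of mature granule cell RNA were lower in the macrophage-like cells too, with none higher (7 lower and none higher when adjusted over the list alone, median -2.50, or -1.92 with genes at 0 at their bound).
Of 17 genes of alternative activation, 4 were higher, among them Spp1, Fabp5 (3.41) and Cd36, and 5 lower (5 higher and 7 lower when adjusted over the list alone, median -0.36). The lower genes are markers of macrophages at the brain borders, among them Retnla, with 333 UMIs in SmoM2 and none in SmoM2-Ptenfl/fl mice (at least 27.3-fold lower), Lyve1, with 210 and 1 UMIs (ratio 51.7, 95% counting interval 9.18 to 2052), and Cd163, with 131 and 1 (ratio 32.3, 5.69 to 1284). Of 13 genes of microglia identity, 10 were lower and none was higher (12 and none when adjusted over the list alone, median -2.16), among them Siglech (-3.17), Selplg (-2.97), Sall1 (-2.43) and Gpr34 (-2.40). Of 26 inflammatory response genes, Cd14 (-1.44), the co-receptor for lipopolysaccharide, was lower (4 lower and none higher when adjusted over the list alone, median -0.80), and of 16 genes of inflammatory activation, Irf2 (1 higher and 1 lower when adjusted over the list alone, median -0.69). Of 23 genes of the dissociation and stress response, 4 were lower and none was higher (10 and none when adjusted over the list alone, median -0.92), among them Hspa1b (-2.56) and Jund (-1.79). Of 28 early neuronal genes, 9 were higher and none was lower (11 and 1 when adjusted over the list alone, median 0.68), among them Nnat (3.95) and Tubb3 (3.25). Of 41 MYC targets 6 were higher (7 when adjusted over the list alone, median 0.69), of 11 E2F targets 1 (7, median 1.57), of 6 G2/M genes 2 (3, median 1.75), of 81 ribosomal protein genes 3 (1, median 0.53) and of 12 mitochondrial transcripts 3 (5, median 0.48), and none of these 5 lists had a lower gene. Pooled over the mice of a genotype, Mki67 was at 13.5 CPM in SmoM2 and 119 in SmoM2-Ptenfl/fl macrophage-like cells. Barhl1 was at 6.77 and 27.5 and Cntn2 at 21.4 and 87.0, while Neurod1 (113 and 73.3) and Rbfox3 (42.8 and 22.9) were lower. Whether RNA of GC-lineage cells brings the increases of these lists and of the early neuronal genes was not tested.
Camera gave an adjusted p of 1.2e-05 for synaptic, 3.2e-06 for microglia identity, 0.0023 for inflammatory response, 0.37 for alternative activation, 0.072 for inflammatory activation, 0.00079 for stress response, 0.0057 for early neuronal and 1.8e-05 for mature granule cell genes, and 3.2e-06 for MYC targets, 5.3e-05 for E2F targets, 0.012 for G2/M genes, 1.1e-07 for ribosomal protein genes and 0.020 for mitochondrial transcripts. With an estimated correlation no list was called (the lowest adjusted p was 0.631, for synaptic genes among others). The inflammatory response list had a median of -0.31 without SmoM2-Ptenfl/fl replicate 1, where it was not called, and of -2.05 without replicate 2. That of inflammatory activation was -0.27 and -1.74 in the same settings, and it was called in the latter, without SmoM2 replicate 1, without cells called doublets and with the replicate block (-0.75, adjusted p = 0.0371). In all, 100 genes were higher and 158 lower of 4888 tested, on 93 and 77 macrophage-like cells of the SmoM2 and 9 and 20 of the SmoM2-Ptenfl/fl mice, with 69879 to 447938 UMIs per sum. The Cd36 call was lost in DESeq2, without SmoM2 replicate 1, without SmoM2-Ptenfl/fl replicate 2 and with no filter on low counts (adjusted p up to 0.327), and in the last setting that of Irf2 was lost as well. Gabra6 and Nnat were not called without SmoM2-Ptenfl/fl replicate 2, Pclo not without SmoM2 replicate 2 and Cd14 not without SmoM2 replicate 1. On GRCm38 the gene is Cd36 (ENSMUSG00000002944) from 17781690 to 17888801 of chromosome 5. From the lower synaptic genes and Irf2 and the higher Cd36, the paper proposes an anti-inflammatory macrophage phenotype in tumors lacking Pten.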

The observed reduction in macrophage infiltration into SmoM2-*Pten^fl/fl^* tumors compared to SmoM2 tumors and the apparent reduction in cytotoxicity might reflect an immunosuppressive tumor microenvironment that could contribute to the rapid growth of tumors lacking PTEN.

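Macrophage or microglia-like cells made up a smaller share of the SmoM2-Ptenfl/fl than of the SmoM2 tumors. They were 0.113% and 0.139% of the kept cells of the SmoM2-Ptenfl/fl mice and 1.08% and 0.872% of those of the SmoM2 mice. The requirement of 2 markers had taken 22 of 31 and 18 of 38 SmoM2-Ptenfl/fl cells out of the cluster. Of the SmoM2 cells it took 15 of 108 and 16 of 93. Without integration the cluster held 13 and 22 SmoM2-Ptenfl/fl cells before the requirement. The log2 fold change of the share was -2.92 (standard error 0.26, adjusted p = 0.00087 from edgeR's quasi-likelihood test on cell counts), and the exact permutation test on the shares gave a two-sided p of 0.333. Csf1r, the receptor for the macrophage growth factor CSF1, had 1671 UMIs in these cells of SmoM2 mice and 132 in those of SmoM2-Ptenfl/fl mice, a log2 fold change of -1.61 (adjusted p = 0.018), while Aif1, which encodes IBA1, had 1.22 (adjusted p = 0.056). Endothelial cells, fibroblast-like cells and pericytes had lower shares as well, and the SmoM2 samples held more mature GC-like cells, many of which the paper proposes were wild type GCs. The shares therefore count cells of the dissected pieces, not of the tumors alone.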

## Discussion

Our work delineates cellular and transcriptional changes that lead to greatly accelerated tumor growth when *Pten* is mosaicly removed in GCPs that have activated SHH-signaling due to expression of SmoM2. We uncovered that in both wild type and SmoM2 GCPs, loss of *Pten* results in an initial increase in mitotic rate and likelihood to remain in the progenitor state. As SmoM2 tumor formation proceeds, tumors lacking *Pten* accumulate differentiated early GC-like cells that are stalled in their differentiation and are protected from cell death. Thus, the bulk of the *Pten* mutant tumors are post-mitotic cells. Macrophages seem to avoid or do not readily penetrate the differentiated regions of the tumors, perhaps because there are fewer dying cells. With possible relevance to human tumors, unlike previous models of *Pten* heterozygous mutant mice that model Cowden Syndrome or hamartoma syndromes (Blumenthal and Dennis, 2008) or ones that involve embryonic conditional loss of *Pten* in all GCPs (Castellino et al., 2010; Metcalfe et al., 2013), we found that heterozygous loss of *Pten* in sporadic GCPs does not result in more aggressive tumors than activating SHH-signaling alone in rare GCPs. Since our model more closely reflects the sporadic nature of human tumor mutations, our results predict that heterozygous loss of *PTEN* will primarily have a negative impact on disease outcome when the mutations are germline (*PTEN^+/-^*). If human *PTEN* mutant SHH-MB has a similar differentiated cellular phenotype to mouse models, then targeting such tumors with drugs to kill proliferating cells will not remove the bulk of the tumor and will require the drugs having access to the rare proliferating GCP-like tumor stem-like cells.

We found that loss or reduction of *Pten* in SmoM2 mice initially increases expansion of proliferating GCPs through increased proliferation and decreased differentiation such that by P8 (one week after gene mutation at P0) the EGL is expanded in SmoM2*-Pten^fl/+^* and SmoM2*-Pten^fl/fl^* mice compared to SmoM2. By P12, however, the EGL expansion is greatly enhanced only in SmoM2*-Pten^fl/fl^* mice, and this is accompanied by an abundance of differentiated cells and a significant reduction in cell death. Our label retention assay involving BrdU injection at P10 revealed that a greater proportion of BrdU^+^ SmoM2*-Pten^fl/fl^* GCPs were Ki67^-^ at P12 than in SmoM2 mice. This result indicates either that by P10 the loss of *Pten* results in an increase in differentiation of GCPs compared to in SmoM2 mice, which would be consistent with our scRNA-seq analysis, but also likely due to a greater survival of the differentiated cells since the density of TUNEL^+^ particles is reduced in the EGL of SmoM2*-Pten^fl/fl^* mice at P12. Consistent with this, it was shown that NeuN + cells in SHH-MB tumors preferentially die compared to proliferating or quiescent tumor cells in a *Ptch1* mutant model (Vanner et al., 2014). This previous result is the opposite of what we observed in late-stage SmoM2*-Pten^fl/fl^* tumors where the proliferative compartments of the tumors had greater cell death than the NeuN^+^ or SYP^+^ regions and a similar density of TUNEL particles to in SmoM2 tumors. Thus, a key reason for the accelerated tumor growth in *Pten* mutant SHH-MB models is the survival of the differentiated compartment.

In a mouse *Neurod2-*SmoA1 model of SHH-MB, *Pten* heterozygosity leads to earlier onset of disease and a differentiated/nodular cellular phenotype when *Pten* is deleted in the germline or conditionally throughout the brain (*Nestin-Cre*) Castellino et al., 2010. Heterozygous loss of *Pten* in GCPs using an *Atoh1-Cre* transgene to delete *Pten^fl/+^* and *Ptch1^fl/fl^* apparently also slightly increases the time of onset and produces a differentiated phenotype (Metcalfe et al., 2013). In contrast, in our sporadic SHH-MB model (SmoM2*-Pten^fl/+^*) where only rare GCPs lack one copy of *Pten* (and express SmoM2), the time of onset and penetrance are not accelerated and the tumors have a classic histology. Only in rare SmoM2*-Pten^fl/+^* clones of cells in a minority of tumors where PTEN protein is lacking, likely due to loss of heterozygosity, did we observe a differentiated phenotype with reduced cell death as seen in SmoM2*-Pten^fl/fl^* mice. The difference in the outcome of our model and the other two is either because of the SHH-activating mutations (SmoM2 vs SmoA1 expression or *Ptch1* loss) or more likely because when all GCPs lack a copy of *Pten* and have activated SHH-signaling, the microenvironment provides an advantage for *Pten* heterozygous cells to form a differentiated tumor. It is also possible that another cell type targeted by the other two *Cre* transgenes (*Netstin* and *Atoh1*) supports tumor growth when *Pten* loss is heterozygous.

A previous study provided evidence that increased mTOR signaling in SHH-MB promotes spinal cord metastasis by expressing *Shh* in GCPs along with an activated form of AKT (Wu et al., 2012; Mumert et al., 2012). However, in our sporadic model and the two other models of *Pten* loss in mouse SHH-MB (Castellino et al., 2010; Metcalfe et al., 2013), spinal cord metastasis is not increased. Thus, it appears that the way in which the mTOR pathway is activated affects metastasis. Perhaps related to this, in a model of *Trp53* heterozygous loss and *Rictor* homozygous loss, which reduces pAKT, GCPs were found to persist longer than normal in the EGL (Akgül et al., 2018), which is the same as what we found when *Pten* was deleted. Thus, the way the pathway downstream of PTEN is altered dictates the subsequent behavior of the mutant GCPs.

In our previous study, we showed that in *Kmt2d* mutant SHH-MB models, no difference in tumor size was detected at P12 but by P21 tumors lacking one or two copies of *Kmt2d* were more than twice the size of those with intact *Kmt2d* and had a classic cytoarchitecture. Thus, there is a delayed positive effect of reducing/ablating this chromatin modifier gene on tumor growth rate compared to loss of *Pten,* where there is a rapid expansion of the EGL. Another major difference between secondary loss of the two tumor suppressors in SHH-MB is that *Kmt2d* mutant tumors have nearly fully penetrant spinal cord metastasis. Thus, continued mechanistic studies in mouse models of recurrent mutations seen in SHH-MB should provide valuable insights into how the disease is expected to progress and provide ideas for the development of targeted therapies based on the cellular phenotypes of tumors not just the signaling pathways altered.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Rat monoclonal GFP	Nacalai Tesque	Cat# 440484	IF (1:500 dilution)
Antibody	Rabbit polyclonal GFP	Invitrogen	Cat# A-11122	IF (1:1000)
Antibody	Chicken polyclonal GFP	Aves Lab	Cat# GFP-1010	IF (1:1000)
Antibody	Rabbit monoclonal Pten (D4.3) XP	Cell Signalling Tech	Cat# 9188	IF (1:300)
Antibody	Rabbit monoclonal Pten	Cell Signalling Tech	Cat# 9559	IF (1:200)
Antibody	Rabbit monoclonal pAKT (Ser473)	Cell Signalling Tech	Cat# 4060	1IF (:400)
Antibody	Mouse monoclonal P27	BD Pharmingen	Cat# 610241	IF (1:500), Antigen Retrieval
Antibody	Mouse monoclonal Calbindin D-28K	Swant	Cat# 300	IF (1:1000)
Antibody	Mouse monoclonal NeuN	Millipore (Chemicon)	Cat# MAB377	IF (1:500), Antigen Retrieval
Antibody	Guinea pig polyclonal NeuN	Millipore (Chemicon)	Cat# ABN90	IF (1:1000)
Antibody	Rabbit monoclonal Ki67 (clone SP6)	Fisher Scientific	Cat# RM-9106-S0	IF (1:1000)
Antibody	Mouse monoclonal Ki67	BD Pharmingen	Cat# 556003	IF (1:1000), Antigen Retrieval
Antibody	Rabbit monoclonal SYP	Abcam Inc.	Cat# ab32127	IF (1:500)
Antibody	Rabbit polyclonal pS6 (Ser235/236)	Cell Signalling Tech	Cat# 2211	IF (1:200)
Antibody	Rat monoclonal BrdU	Abcam Inc.	Cat# ab6326	IF (1:500), Antigen Retrieval
Antibody	Rabbit polyclonal IBA1 antibody	Wako Chemicals USA	Cat# 019–19741	IF (1:1000)
Antibody	Rat monoclonal CD31	BD Biosciences	Cat# 550274	IF (1:500)
Commercial assay or kit	Click-iT EdU Cell Proliferation Kit	Invitrogen	Cat# C10340	
Commercial assay or kit	Click-it EdU assay with Sulfo-Cyanine3 azide	Lumiprobe Corporation	Cat# A3330	0.2:1000 dilution
Commercial assay or kit	Click-it EdU assay with Sulfo-Cyanine5 azide	Lumiprobe Corporation	Cat# A1330	0.2:1000
Commercial assay or kit	TdT enzyme for tunel assay	Roche	Cat# 3333574001	IF (1:500)
Commercial assay or kit	EasySep Dead Cell Removal	StemCell	Cat# 17899	
Commercial assay or kit	DIG RNA labeling	Sigma-Aldrich	Cat# 11277073910	
Chemical compound, drug	Biotin-16-dUTP	Sigma-Aldrich	Cat# 11093070910	1:500 dilution
Chemical compound, drug	BM Purple AP Substrate	Sigma-Aldrich	Cat# 11442074001	
Chemical compound, drug	Streptavidin Alexa Fluor 647 Conjugate	Invitrogen	Cat# S-32357	1:1000
Chemical compound, drug	Digoxigenin-dUTP, alkali-stable	Enzo Life Sciences, Inc.	Cat# ENZ-NUC113-0025	1:500
Chemical compound, drug	Sheep polyclonal Anti-Digoxigenin-Rhodamine, Fab fragment	Sigma-Aldrich	Cat# 11207750910	1:200
Chemical compound, drug	Alexa Fluor 647 IgG Fraction	Jackson Immuno Research	Cat# 200-602-156	1:200
Chemical compound, drug	Tamoxifen	Sigma Aldrich	Cat# T5648-1G	
Chemical compound, drug	Digitonin	Promega	Cat# G9441	
Chemical compound, drug	EdU	Invitrogen	Cat# E10187	
Chemical compound, drug	BrdU	Sigma-Aldrich	Cat# B9285-250MG	
Chemical compound, drug	fluoromount-g	Electron Microscopy Sciences	Cat# 17984–25	
Chemical compound, drug	Protease/phosphatase inhibitor	Thermo Fisher Scientific	Cat# 78440	
Chemical compound, drug	Papain Dissociation	Worthington	Cat# LK003150	
Recombinant DNA reagent	pBS-Syp in Bluescript vector	BioMatik pBS-Syp		
Recombinant DNA reagent	Syp Forward	BioMatik pBS-Syp	PCR primers	AAGATGGCCACTGACCCA
Recombinant DNA reagent	Syp Reverse	BioMatik pBS-Syp	PCR primers	AGGGCTGGGGAACCGATAGG
Recombinant DNA reagent	Asns FT3:	Sigma-Aldrich	PCR primers	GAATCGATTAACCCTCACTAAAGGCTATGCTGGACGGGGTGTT
Recombinant DNA reagent	Asns RSp6:	Sigma-Aldrich	PCR primers	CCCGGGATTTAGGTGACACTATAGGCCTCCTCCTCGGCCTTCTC
Recombinant DNA reagent	Cdkn1a FT3:	Sigma-Aldrich	PCR primers	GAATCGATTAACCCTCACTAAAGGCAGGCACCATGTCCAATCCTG
Recombinant DNA reagent	Cdkn1a RSp6:	Sigma-Aldrich	PCR primers	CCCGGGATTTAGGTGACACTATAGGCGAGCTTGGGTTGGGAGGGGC
Recombinant DNA reagent	Vldlr FT3:	Sigma-Aldrich	PCR primers	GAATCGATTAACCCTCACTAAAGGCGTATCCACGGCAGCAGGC
Recombinant DNA reagent	Vldlr RSp6:	Sigma-Aldrich	PCR primers	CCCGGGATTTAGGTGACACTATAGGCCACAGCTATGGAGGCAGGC
Strain, strain background (*M. musculus*)	*Atoh1-FlpoER/+*	Jackson Laboratory	Cat# 040091	Ref 41
Strain, strain background (*M. musculus*)	*R26^FSF-eGFP-Cre^*	Jackson Laboratory	Cat# 018903	Ref 22
Strain, strain background (*M. musculus*)	*SmoM2*	Jackson Laboratory	Cat# 005130	Ref 24
Strain, strain background (*M. musculus*)	*Pten^fl/fl^*			Ref 25
Strain, strain background (*M. musculus*)	*Atoh1-Cre*	Jackson Laboratory	Cat# 011104	Ref 42

### Animals

The animal care and procedures were performed in accordance with the Memorial Sloan Kettering Cancer Center Institutional Animal Care and Use Committee guidelines (IACUC protocol: 07-01-001). Mice were kept on a 12/12 hr light/dark cycle and in temperature- and humidity-controlled rooms with ad libitum access to standard laboratory mouse chow and water. All transgenic mouse lines were maintained on a mixed genetic background containing 129, C57BL/6 J, and Swiss Webster. Both sexes were randomly used for the analysis and experimenters were blinded for genotypes whenever possible. The following mouse lines were used in the study: *Atoh1-Cre* (JAX #011104; Matei et al., 2005), *R26^LSL-eGFPcre^* (MASTR, JAX #018903; Lao et al., 2012), *Atoh1-FlpoER* (JAX #040091; Tan et al., 2018; Wojcinski et al., 2019), *Pten^fl/fl^*^*25*^ and *R26^LSL-SmoM2^* (SmoM2, JAX#005130; Mao et al., 2006). Genetic recombination was induced with FlpoER by injecting one 100 µg/g dose of Tamoxifen (Tm; Sigma-Aldrich) subcutaneously into the back of P0 mice. Tm was prepared in corn oil (Sigma-Aldrich) at 20 mg/mL and stored at 4 °C. All analyses were on a minimum of three mice of each genotype, the numbers are stated in the figure legends. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported previously.

### Tissue preparation

For all histological analyses, mice were anesthetized with isoflurane and then perfused transcardially with room temperature (RT) phosphate buffered saline (PBS) with heparin (0.02 mg/mL) and then ice cold 4% paraformaldehyde (PFA, Electron Microscopy Sciences, catalog no: 15714). Brains and spinal cords were dissected and post-fixed in 4% PFA 3–4 days at 4 °C and cryopreserved in 30% sucrose in PBS for ~2 days at 4 °C. Brains were embedded in Tissue-Tek OCT compound (Sakura Finetek). Brains were serially cryosectioned sagittally from one side of the brain to the other for P16 and P22 brains and to the midline for end stage brains at 12 µm and collected on charged glass slides (Fisherbrand ColorFrost Plus) and stored at –20 °C. Frozen spinal cords were coronally sectioned at 20 um. Details of reagents are listed in the Key Resources Table.

### Hematoxylin and eosin (H&E) staining

H&E staining was obtained from Richard-Allan Scientific and included hematoxylin 2 solution, eosin-Y, bluing reagent, and clarifier 2. Slides were rinsed in PBS for 5 min and incubated in hematoxylin 2 solution for 3 min and then rinsed in deionized water (diH_2_O) and placed in staining reagents for 1 min each (diH_2_O, clarifier 2, diH_2_O, bluing reagent, diH_2_O, eosin-Y). Dehydration and defatting were then performed (dH_2_O-70% ethanol-95%–95%−100%–100%-xylene-xylene-xylene, 1 min each) and then slides were mounted with a coverslip and DPX mounting medium (Electron Microscopy Sciences). Details of reagents are listed in the Key Resources Table.

### Immunofluorescence

Slides were washed three times for 5 min in PBS. When necessary, antigen retrieval was then performed by immersing slides in sodium citrate buffer (10 mM sodium citrate with 0.05% Tween-20, pH 6.0) for 20 min at 95 °C followed by rinsing in PBS. Slides were then incubated in blocking buffer (5% BSA in 0.4% Triton-X100 in PBS [PBST]) for 1 hr at RT. Slides were then placed in primary antibody solution in blocking buffer at 4 °C overnight. Primary antibody information and dilutions are listed in Key Resources Tables. Slides were then rinsed three times in RT 0.1% PBST and incubated in secondary antibody solution in blocking buffer (1:500) at RT for 1 hr. Slides then were incubated in Hoechst (Invitrogen, catalog #H3569 diluted 1:1000 in PBS) for 10 min and rinsed three times in PBS and cover-slipped with Fluoro-Gel (Electron Microscopy Sciences).

### TUNEL staining

TUNEL staining was according to the manufacturers' instructions (Roche TUNEL assay kit). Tissue on slides was permeabilized with 0.5% Triton X-100 and then pre-incubated with 1 x TdT reaction buffer with 5 mM CoCl_2_ and 1 X PBS for 15 min at RT. Slides were then incubated for 1 hr at 37 °C in 1 x TdT reaction buffer containing Terminal Transferase (Roche) and Biotin-16-dUTP (Sigma-Aldrich) or Digoxigenin-dUTP (Enzo Life Sciences, Inc). Slides were then incubated with a Streptavidin Alexa Fluor 647 conjugate (Invitrogen catalog #S-32357) or Anti-Digoxigenin-Rhodamine (Sigma-Aldrich catalog), respectively, for 1 hr.

### BrdU injection and staining

To assess cell differentiation, BrdU (Sigma-Aldrich) was injected intraperitoneally at 50 µg/g at P10 for analysis at P12. Tissues were collected and processed as described above. For immunostaining, antigen retrieval was applied to slides with Rat primary anti-BrdU antibody BU1/75 (ICR1) (Abcam Inc) to detect BrdU.

### EdU (5-ethynyl-2’-deoxyuridine) injection and staining

To assess cell proliferation, EdU (Invitrogen) was injected intraperitoneally at 50 µg/g 1 hr before euthanasia. A Click-it EdU assay was used (Invitrogen) with Sulfo-Cyanine5 azide (Lumiprobe Corporation) per the manufacturer’s protocol to stain sections.

### RNA in situ hybridization

Sagittal sections (12 µm) were processed for in situ hybridization as described (Blaess et al., 2011). Except for *Gli1* and *Syp,* antisense riboprobes were labeled with UTP-digoxigenin using a DIG RNA labeling mix (Sigma-Aldrich) with PCR-amplified templates prepared from cDNA synthesized from an early postnatal mouse cerebellum lysate. Signal was detected with alkaline phosphatase-coupled anti-digoxigenin antibodies using BM purple (Sigma-Aldrich) as the substrate. The primers used for PCR amplification were based on the Allen Brain Atlas. *Gli1* RNA in situ was performed using an antisense RNA probe made from a plasmid (Qin et al., 2024) and for *Syp* BioMatik generated a plasmid in Bluescript containing *Syp* sequences using the primers described in the Key Resources Table. Primers were flanked in the 3’ with SP6 (antisense) and 5’ with T3 (sense) promoters. Primers for RNA in situ probes are listed in the Key Resources Table.

### Microscopy, image processing, and analyses

Images were acquired with a DM6000 Leica fluorescent microscope (Leica Camera, Wetzlar, Germany) or NanoZoomer Digital Pathology microscope (Hamamatsu Photonics, Shizuoka, Japan) and were processed and analyzed using Fiji (Schindelin et al., 2012) or Photoshop (Adobe Inc, San Jose, CA, USA). Cell counts were manually obtained using the Cell Counter plugin for Fiji or semi-automated using the Analyze Particle plugin for Fiji as previously described (Willett et al., 2019).

The same region of the brain was analyzed in each animal for each assay, and the regions are stated in the figure legends. For early postnatal stages, sections near the midline were analyzed. For analysis of tumors, they were done on lateral sections.

### ScRNA-seq sample preparation

*Atoh1-FlpoER/+; R26^MASTR/LSL-SmoM2^;Pten^+/+^* (SmoM2) and *Atoh1-FlpoER/+; R26^MASTR/LSL-SmoM2^; Pten^fl/fl^* (SmoM2 *Pten^fl/fl^*) mice were euthanized at P16 and P22, respectively, and the tumors were dissected from the lateral-posterior cerebellum in ice-cold Hank’s balanced salt solution (HBSS, Gibco). Then the tumors were dissociated in Papain (Worthington) for 30 min at 37 °C before being washed out in Ovalbumin (Worthington). Tumors were triturated by pipetting up and down using a P1000 and filtered through a 40 µm cell strainer (Falcon). Once the cells were dissociated, the dead cells were removed using the kit EasySep Dead Cell Removal (Annexin V) (StemCell). Then cells were centrifuged at 500 × *g* at 4 °C for 5 min. Cells were then washed with PBS. For every sample (2 SmoM2 and 2 SmoM2 *Pten^fl/fl^*), cells were counted using 0.2% Trypan on hemocytometer and diluted before loading to 10 X chip, targeting 10,000 viable cells per sample.

The scRNA-Seq of tumor cell suspensions was performed on a Chromium instrument (10 X genomics) following the user guide manual for 3’ v3.1. Final libraries were sequenced on an Illumina NovaSeq6000 by the IGO core of MSKCC.

### scRNA-seq data analysis

The Cell Ranger Single Cell software suite (10 x Genomics) was used to align reads and generate feature-barcode matrices. The reference genome used was the Genome Reference Consortium Mouse Build 38 (GRCm38, Gencode annotation mm10). Raw reads were processed using the Cell Ranger count program using default parameters.

Seurat v5.0.2 package was used to generate a UMI (unique molecular identifier) count matrix from the Cell Ranger output Satija et al., 2015. Genes expressed in less than 10 cells were removed for further analyses. Cells with larger than 18000 UMIs, 0.20 mitoRatio, UMI ≤500 and≤500 genes detected were considered low quality/outliers and discarded from the datasets. Normalization was performed on individual samples using the NormalizeData function with default parameters. The normalized data was scaled by the ScaleData function with mitochondrial gene percentage regressed out. Principal component analysis (PCA) was performed on the scaled data by runPCA. Samples were then integrated using IntegrateLayers function with the Harmony Integration method. The first 20 dimensions were used for the FindNeighbors function, and clusters were identified using the FindClusters function with a resolution of 0.5. Data were projected onto the 2D space using the FindUMAP or RunUMAP function with 20 dimensions. Cluster markers and further differential gene expression analyses were performed using normalized counts (NormalizeData) in the RNA assay. Cluster markers were identified using the FindAllMarkers and comparing markers generated to the literature. To refine clustering further, the SubsetData function was used to create a new Seurat object, and the above clustering was reiterated.

Differential gene expression analyses between genotypes or clusters were performed using the FindMarkers function in the Seurat package. Genes with an adjusted p value (*Padj*)<0.05 were considered significantly up or downregulated. Results were visualized by violin plot and UMAP plot using the Seurat package, and volcano plot using the EnhancedVolcano package on Bioconductor (Blighe et al., 2025). GSEA analysis on GO and Hallmark terms was performed using the enrichGO, clusterProfiler packages on Bioconductor (Yu et al., 2012). To build a pseudotime trajectory using the UMAP data, the Seurat object was converted to a monocle 3 (1.3.7) object by as.cell_data_set function (Trapnell et al., 2014; Qiu et al., 2017). Cells were then clustered by the cluster cells function. The trajectory GCP-lineage partition was constructed using the learn graph function followed by the order cells function.

### Statistical analysis

All statistical analyses to quantify data were performed using Prism software (GraphPad) and significance was determined as p ≤ 0.05. Each statistical analysis used is described in the figure legends. Data (shown as scatter graphs) are presented as mean ± standard deviation.

## Data Availability

RNA sequence data were deposited in GEO (accession number GSE295733). All data generated or analyzed during this study are included in the manuscript and supporting files; source data files have been provided for all figures. The following dataset was generated: LiangY NagarS JoynerA 2025PTEN restrains tumor expansion through cell autonomous and non-autonomous mechanismsNCBI Gene Expression OmnibusGSE295733

## Additional files

MDAR checklist

# Supplementary material for: PTEN restrains SHH medulloblastoma growth through cell autonomous and nonautonomous mechanisms
**Source:** eLife. 2026 Apr 17;14:RP108190. doi: 10.7554/eLife.108190
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "data availability” statement “Sequencing data have been deposited in GEO (token czkvuymyhnktrgp) under accession code GSE295733. All experimental data generated and analyzed in this study are included in the manuscript and Supplementary Files 1-9. No new materials were generated for the research.” | Lines 643-646 | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Key resources Table |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository.  Primers for making RNA probes are included. | Key resources Table |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID.  Mice were used in the study. | All specifics of mouse lines are included in the Key Resources table, Materials and Methods and Figure legends. |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | **N/A** |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Materials and methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination  We stated: “No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported previously.” | Materials and Methods.  L476-477 |  |
| Randomisation  We stated: “Both sexes were used randomly for the analysis and experimenters were blinded for genotypes whenever possible.” | L469-470 |  |
| Blinding  We stated: “Both sexes were randomly used for the analysis and experimenters were blinded for genotypes whenever possible.” | L469-470 |  |
| Inclusion/exclusion criteria  No Inclusion/exclusion criteria were used. |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Materials and Methods and Figure legends. |  |
| Define whether data describe technical or biological replicates. | Materials and Methods and Figure legends. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Materials and Methods L464-466 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification.  No exclusions were used. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Materials and Methods and Figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Lines 643-646 |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available.  GEO (token czkvuymyhnktrgp) | Line 643 |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript.  None were used or described. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

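Single cells of tumors from 2 SmoM2 and 2 SmoM2-Ptenfl/fl mice were sequenced from the 3' end with 10x Genomics chemistry. The deposited values are raw UMI counts per gene and cell barcode that the authors made with Cell Ranger on GRCm38, with an eGFPcre sequence added to the reference. The Cell Ranger version is not named in the paper's text or the sample labels. All entries are whole numbers, and every barcode in the files has at least 500 UMIs. The mice share 1 batch label, and their replicate numbers pair nothing that the labels describe. Xist was at 1512, 1669, 1262 and 1367 CPM in SmoM2 replicates 1 and 2 and SmoM2-Ptenfl/fl replicates 1 and 2, so no mouse was male by expression.

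Cells were kept with more than 500 UMIs, more than 500 genes, at most 18000 UMIs and at most 20% mitochondrial UMIs, and genes were kept when seen in at least 10 cells, the limits the paper gives. The kept cells hold 36410571, 42185828, 54292050 and 89884097 UMIs in the same order of mice. Doublets were scored with scrublet on 30 components and kept, as the paper names no doublet removal. In SmoM2 replicate 1 and SmoM2-Ptenfl/fl replicate 2 the automatic threshold called under 0.5% doublets and was replaced by the median of the other mice (0.2319), a rule set after these calls had been seen. This called 195, 208, 251 and 482 kept cells as doublets, used in an alternative that leaves them out.

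Counts were scaled to a common total per cell and log-transformed, 2000 variable genes were scaled with the mitochondrial share regressed out, and 20 principal components were integrated over mice with Harmony (theta 2, sigma 0.1, lambda 1), written out in numpy from its published steps. Cells were clustered with the Leiden algorithm on 20 neighbors at a resolution of 0.5 with a seed of 0. Clusters were named by marker lists of cell types fixed beforehand, with at least 20 cells and at least 3 markers each detected in at least 20% of cells. Cells of a class outside the GC lineage needed UMIs of at least 2 markers of their class, a rule added after seeing that integration had mixed GC-lineage cells into these clusters. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Harmony and monocle 3 were not available as packages.

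UMI counts were summed per mouse and class. For the comparison of genotypes within GCP-like, macrophage-like, early GC-like, mature GC-like and astrocyte-like cells, edgeR's quasi-likelihood test was run with genotype as the only term, TMM normalization, filterByExpr and Benjamini-Hochberg adjustment. Early GC-like and GCP-like cells were compared on the sums of all 4 mice with the mouse as a block and the class effect within each genotype, and the difference of the class effect between genotypes was tested as an interaction. Gene lists were tested with camera at a preset correlation of 0.01 on log2 CPM with a prior count of 2, and beside it with an estimated correlation and with fry. Class shares were tested with edgeR on cell counts and with an exact permutation test. No test of other splits of the mice was made, since 2 against 2 leave too few.

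The genes named are those the paper names for these cells, the 10 largest changes in each direction among called genes with at least 20 CPM in the higher group and no overlap between genotypes, and up to 4 called members of each list described, with the largest changes. Many of these genes had been seen in the paper's tables when this rule was written. For genes with no UMI in a group, folds are bounds against a floor of 3 counts over the group. For 1 to 3 UMIs, ratios have exact 95% counting intervals. Intervals and floors cover counting error only.

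For shares of cells with a UMI, each cell was thinned at random to 1000 UMIs, and cells with fewer were left out. Vascular, fibroblast and macrophage-like cells together gave the background. Levels of eGFPcre per class are UMIs scaled to the total UMIs of the class in each mouse, without TMM. Pseudotime was computed as diffusion pseudotime on 10 components with 30 neighbors from a GCP-like root cell, with PAGA connectivity between clusters.

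The gene tests were tried on simulated counts with the depth and spread of these sums. For GCP-like cells, edgeR found 68.2% of genes changed 2-fold and 97.0% of those changed 4-fold. For macrophage-like cells it found 10.0% and 65.0%. In 50 simulated sets of class shares, a 4-fold change was found 49 times, with 12 false calls in 550 tests of unchanged classes.

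The alternatives were DESeq2, no filter on low counts, leaving out each mouse in turn, a resolution of 1.0, no integration, no upper limit on UMIs, leaving out doublets, an absolute log2 fold change over 0.5, the replicate number as a block, only cells with an eGFPcre UMI, and unthinned shares. Added after seeing the data were leaving out clusters of few UMIs, taking a transitioning and an early GC-like cluster together as early GC-like, leaving out genes at least 10 times higher in another class, and a crossed block. The Hallmark and GO collections were not available and GSEA was not repeated. The paper's tables of genes and terms were held in part, so no overlap with them was tested. The tumor sections and RNA in situ images are not part of these data.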

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

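The tests of explanations in this part were chosen after the results had been seen, except the one of doublets, and the prediction for Olig1 was written before its result. The difference between early GC-like and GCP-like cells depended on genotype for 154 genes that changed more positively and 477 that changed more negatively in SmoM2-Ptenfl/fl than in SmoM2 mice (interaction in edgeR, adjusted p under 0.05), which is what drew attention to it. Without 1 mouse the counts were 36 to 736 and 195 to 747, so they are not stable. The median difference of the class effect was -0.67 for 43 genes of the ATF4 and amino acid response (1 positive and 5 negative, 1 and 14 when adjusted over the list alone, camera adjusted p = 1.8e-07, 0.844 with an estimated correlation). For 20 SHH pathway targets it was -0.55 (none positive and 5 negative, none and 9 when adjusted over the list alone, camera adjusted p = 0.0018, 0.844 with an estimated correlation). For 33 genes of sterol and fatty acid synthesis it was 0.38 (6 positive and 1 negative, 12 and 1 when adjusted over the list alone, camera adjusted p = 1.3e-05, 0.844 with an estimated correlation), and without integration it fell to 0.089 and was not called.

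Genotype differences in cell classes that the paper does not compare were large too. In astrocyte-like cells 1865 of 11199 genes were higher and 1737 lower in SmoM2-Ptenfl/fl mice (edgeR, adjusted p under 0.05). In mature GC-like cells the counts were 2095 and 1597 of 13248, and in early GC-like cells 557 and 775 of 11691. In GCP-like cells they were 699 and 578 of 14017, fewer than in astrocyte-like and mature GC-like cells. Age goes with genotype in these classes too, and the paper proposes that many mature GC-like cells were wild type. Muscle-like cells, found in the SmoM2-Ptenfl/fl mice alone after the requirement of 2 markers, had eGFPcre at 51.6 CPM, from 33 UMIs in 59 cells.

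Astrocyte-like cells of the SmoM2-Ptenfl/fl mice had eGFPcre at 85.7 CPM, above the 20.9 CPM of the vascular, fibroblast and macrophage-like cells of the same mice, while in the SmoM2 mice the 2 groups had 17.5 and 17.1 CPM. RNA of GCP-like cells, free or in doublets, would bring the other genes of GCP-like cells in the same proportion, but these reached a median of 28.2% and 19.9% of their GCP-like level in the 2 mice, against 125% (95% interval 95.2% to 162%) and 108% (87.4% to 133%) for eGFPcre. A like background in all cells is argued against by the interval of the astrocyte-like cells, whose lower bound was 63.8 CPM or more in both mice. Olig1 was at 757 and 531 CPM here, against 14.0 and 11.9 CPM in the SmoM2 mice, and eGFPcre per UMI was 1.83 (95% interval 0.993 to 3.55) and 2.22 (1.20 to 4.49) times as high in cells with an Olig1 UMI as in those without (cells called doublets left out), so whether cells with Olig1 express it stays open. Age and the mix of cells in the cluster stay open, untested.

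An early GC-like cluster had few UMIs, and 84.6% of its cells came from the SmoM2-Ptenfl/fl mice. Its share of the early GC-like cells in the SmoM2 mice was 0.850 times that in the SmoM2-Ptenfl/fl mice. The clusters were made after integration, which evens out the mice. Without integration a cluster of few UMIs made up the whole early GC-like class. The share therefore cannot decide on a state held by Pten mutant cells. Cells damaged before lysis may account for the cluster. Its mitochondrial share was at least 2.30 times that of the other early GC-like cells in every mouse. A mature cluster of few UMIs showed an excess in every mouse too (1.52 to 3.69 times). Another state with few UMIs in both genotypes stays open.

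Genes of mature granule cells were lower in GCP-like cells of SmoM2-Ptenfl/fl mice. So were 6 of 14 Purkinje cell genes, with 1 higher, a list that camera did not call (adjusted p = 0.095). Free RNA at a lower level in these libraries may account for this, since the same mature granule cell genes had a median log2 fold change of -2.50 in macrophage-like and -1.57 in astrocyte-like cells, below the -0.81 in GCP-like cells, and without cells called doublets -2.06 and -0.96 (camera adjusted p = 0.0715 in the latter), below -0.41. Doublets as a contribution stay open, because without them 1 of 17 mature granule cell genes was lower in GCP-like cells but 6 of 14 Purkinje cell genes still were (median -0.56, from -0.69). A lower expression of these genes in the GCP-like cells themselves was not tested. Other genes that are higher in another cell class may carry the same signal, and without them 541 higher and 375 lower genes were left in GCP-like cells.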

How the results depend on the processing

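The class shares, gene counts, gene lists and genes tested in the text were recomputed with 1 choice changed at a time, and the settings without clusters of few UMIs, with 2 other clusters taken as early GC-like, without genes at least 10 times higher in another class, with a crossed block, and the alternatives of the class by genotype interaction were chosen after the data had been seen. Of 106 recomputed class shares, 101 kept their direction and their side of the threshold. Of the recomputed list tests 655 of 787, and of the recomputed gene tests 2143 of 2414, kept their side of the threshold. Those called in both settings also kept their direction, while those called in neither were counted whatever their direction. The calls of Vldlr, Mthfd2, Chd3, Chac1, Nupr1, Sowaha, Slc6a6, Pdzrn3, Grb10, Kif21b and Hist1h2ab in GCP-like cells were kept in all 13 alternatives.

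Counts of genes called in GCP-like cells (699 higher and 578 lower) were 340 and 315 in cells with an eGFPcre UMI alone, where fewer UMIs are left, and 1785 and 1338 with no filter on low counts, where more genes are tested. They fell to 347 lower without doublets and to 375 lower without genes at least 10 times higher in another class. Leaving out 1 mouse gave 142 to 673 higher and 102 to 686 lower genes. With the replicate block, the replicate number as a covariate, they were 1327 and 1119. The replicate numbers carry no pairing, and the correlation of residuals between mice of the same number was 0.119 in GCP-like cells. A crossed block, which pairs replicate 1 of one genotype with replicate 2 of the other, called 780 higher and 879 lower genes in early GC-like cells, where the replicate block called 707 and 1002.

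In macrophage-like cells (100 and 158) DESeq2 called 43 higher and 71 lower genes, no filter 9 and 28, and leaving out 1 mouse 36 to 234 and 148 to 383. In early GC-like cells (557 and 775) the counts were 352 and 437 in DESeq2, 104 and 206 in cells with an eGFPcre UMI alone, 1148 higher with no filter and 422 lower without integration, and 203 to 1221 and 417 to 824 without 1 mouse. In mature GC-like cells (2095 and 1597) they were 1038 lower in DESeq2, 769 and 459 without integration, 1325 and 915 without clusters of few UMIs, and 1361 to 1973 and 858 to 1656 without 1 mouse. In astrocyte-like cells (1865 and 1737) DESeq2 called 1110 and 876. For the difference of the class effect between genotypes (154 and 477), DESeq2 called 53 and 177, no integration 519 higher, no replicate block 11 and 85, and leaving out 1 mouse 36 to 736 and 195 to 747. Beyond fewer mice, genes or UMIs, the cause of these changes was not tested.

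With an estimated correlation no camera call was kept. In GCP-like cells the adjusted p was 0.479 for mTORC1 (median 0.36), MYC targets (0.13), interferon (-0.25), complement (-0.63), inflammatory (-0.34) and early neuronal genes (0.46), and 0.731 for E2F targets (0.16). In early GC-like against GCP-like cells it was 0.406 for early neuronal (median 1.5), 0.410 for synaptic (1.91) and 0.516 for pro-apoptotic genes (-0.63), and in macrophage-like cells 0.631 for synaptic genes (-1.61). Fry, which asks whether a list moves on balance and not against other genes, gave in GCP-like cells an adjusted p of 0.0831 for mTORC1 and complement, 0.0978 for MYC, 0.339 for E2F, 0.0870 for interferon and early neuronal and 0.104 for inflammatory genes, and 0.0991 for synaptic genes in macrophage-like cells. The cause was not tested.

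Without 1 mouse the median of the GCP-like E2F list ranged from 0.079 to 0.23, of the interferon list from -0.27 to -0.18, of the inflammatory list from -0.50 to -0.023, of the pro-apoptotic list in early GC-like cells from -0.69 to -0.58, of the synaptic list in macrophage-like cells from -2.29 to -0.69 and of the alternative activation list from -0.79 to -0.53, where it was called without SmoM2-Ptenfl/fl replicate 1. The E2F list had a median of 0.079 in cells with an eGFPcre UMI alone and the inflammatory list of -0.35 with no filter, and neither was called. With 2 other clusters taken as early GC-like, the pro-apoptotic list had a median of -0.35 and was not called, and Akt1 reversed to 0.088. With no upper limit on UMIs the G2/M list of GCP-like cells reversed to a median of -0.016, and Ube2c, Ccnb1 and Birc5 were no longer called. Without integration the mature granule cell list of early GC-like cells reversed from -1.41 to 0.68. The cause was not tested.

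The share of the oligodendrocyte lineage was not called at a resolution of 1.0 (-1.39), with the replicate block (-1.34, adjusted p = 0.132) or without SmoM2 replicate 2 or SmoM2-Ptenfl/fl replicate 2 (-1.84 to -0.77 without 1 mouse), and that of unipolar brush cells not with the replicate block (-2.50, adjusted p = 0.0664; -1.52 without SmoM2 replicate 2 and -5.29 without integration). Without integration mature GC-like cells were 3.42% and 3.05% of the cells of the SmoM2-Ptenfl/fl mice (log2 fold change -4.28). With no upper limit on UMIs no cluster was named unipolar brush cells, and without SmoM2-Ptenfl/fl replicate 2 muscle-like cells were too few for a test. Median pseudotime without integration was 0.136, 0.332, 0.394 and 0.790 from GCP-like to mature GC-like cells. Without thinning, eGFPcre was detected in 34.5% (SmoM2) and 48.4% (SmoM2-Ptenfl/fl) of GCP-like, 23.8% and 34.0% of transitioning, 10.3% and 15.5% of early GC-like, 4.99% and 7.38% of mature GC-like, 7.80% and 34.4% of astrocyte-like and 9.47% and 11.1% of background cells, as deeper cells show more UMIs. When 1 mouse is left out, the lone mouse of its genotype is assumed to vary like the others.

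On simulated counts edgeR found fewest changes in macrophage-like cells, with 10.0% of 2-fold changes, against 51.5% in astrocyte-like and 68.2% in GCP-like cells.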

Differences from the paper's values

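The paper's tests took cells as replicates and those here mice, and the cell classes here were rebuilt by clustering and are not the paper's clusters, so the groups can be wider or narrower than the paper's. Alternatives below were set before the data were examined unless stated.

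The paper's data set has 17998 SmoM2 and 22864 SmoM2-Ptenfl/fl cells, and 17406 and 22364 were kept here, or 17985 and 22856 with no upper limit on UMIs.

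The paper's number of genes lower in GCP-like cells of SmoM2-Ptenfl/fl mice is 3710, and 578 were called here, with 102 to 1338 in the alternatives, none of which reaches it. The paper's number of genes higher in early GC-like than in GCP-like cells is 2738, for its cluster 1 alone, and 4769 were called here, where all 3 early GC-like clusters were taken, 1 of them of few UMIs. DESeq2 (3485) and leaving out SmoM2-Ptenfl/fl replicate 1 (3988) or 2 (4076) come within 1.5 times of the paper's number, and the other alternatives do not.

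The paper's shares of transitioning cells are 3.495% (SmoM2) and 10.81% (SmoM2-Ptenfl/fl), and those here 7.12% and 24.1%. With no upper limit on UMIs the shares were 4.22% and 12.8%, and without integration 14.6% in SmoM2-Ptenfl/fl mice, which do not differ from the paper's by this measure, while the other alternatives do. In these 2 settings a cluster with scores for early GC-like and transitioning cells (3679 and 3326 cells) stayed unnamed and so outside the class, and unnamed cells were 13.0% and 15.2% of the SmoM2-Ptenfl/fl mice in the first and 11.0% and 16.4% in the second. For early GC-like cells the paper's shares are 9.723% and 43.66%, and those here 5.00% and 19.6%, and for mature GC-like cells of SmoM2-Ptenfl/fl mice the paper's is 6.145% and the one here 13.4%. These differed in every alternative, and the mature share lay below the paper's without integration (3.42% and 3.05% in the 2 mice) and above it in the others. Added up, transitioning and early GC-like cells were 12.1% and 43.7% here and are 13.22% and 54.47% in the paper. The paper's share of unipolar brush cells in SmoM2-Ptenfl/fl mice is 0.2012%, and the one here 0.118%, which differed in every alternative. The paper's shares of muscle cells are 0.2778% and 0.4417%, and those here 0% and 0.239%, and without integration the latter was 0.332% and did not differ, while the former differed in every alternative.

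For Pten in GCP-like cells the paper's log2 fold change is -0.757 and the one here -0.63, with -0.66 without SmoM2-Ptenfl/fl replicate 1 and -0.68 without SmoM2 replicate 2 within the standard error of the fit and the other alternatives not. For Vldlr the paper's is 1.61 and the one here 1.84, with 1.61 with no upper limit on UMIs, 1.64 without SmoM2-Ptenfl/fl replicate 2 and 1.72 without SmoM2 replicate 1 within the standard error, and the other alternatives not. For Mthfd2 the paper's is 1.45 and the one here 1.57, with 1.57 in DESeq2, 1.39 with no upper limit on UMIs, 1.46 in cells with an eGFPcre UMI alone, 1.48 without SmoM2-Ptenfl/fl replicate 2 and 1.47 without SmoM2 replicate 2 within the standard error, and the other alternatives not.

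In early GC-like against GCP-like cells the paper took its cluster 1 alone, and here all 3 early GC-like clusters were taken, 1 of them of few UMIs. The paper's log2 fold changes are 1.78 for Syp, 1.32 for Slc17a6, 1.96 for Ppfia2, 2.25 for Neurod1, -6.58 for Top2a, -6.15 for Bub1 and -6.03 for Melk. Here they were 2.92, 1.65, 2.35, 1.96, -5.53, -5.72 and -4.60, and every alternative differed as well. For Sfrp2 the paper's is -5.24 and the one here -4.73, with -5.11 without doublets and -5.14 without SmoM2-Ptenfl/fl replicate 1 within the standard error, and the other alternatives not. For Irf2 in macrophages the paper's is -0.957 and the one here -2.91, from 5 UMIs in SmoM2-Ptenfl/fl mice, and every alternative differed.

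The paper states that genes of the unfolded protein response were raised in GCP-like cells. Here 3 of 39 were higher and 1 lower, and the list was not called (median 0.07, camera adjusted p = 0.218), while Asns, which the paper gives as a gene of this response, rose. The paper states that genes of interferon alpha signaling were lowered and genes of neural regulation raised. Of its 5 interferon genes Irf2 alone was called, and Ifitm2, Txnip, Pnpt1 and Lpar6 had the paper's direction without passing the test. Ifitm2 was called by DESeq2, with no filter on low counts, with the replicate block (adjusted p = 0.026) and without SmoM2 replicate 2, and Txnip in these and 4 more settings, among them without clusters of few UMIs, a setting chosen after seeing the values. Pnpt1 and Lpar6 were called in none (lowest adjusted p 0.0692 and 0.0636). Of its 4 neural genes Chd3 and Cntn2 were called. Hes1 had the paper's direction and was called with no filter on low counts, with the replicate block and without SmoM2 replicate 2, and Map1b in DESeq2, with no filter and without SmoM2 replicate 1.

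The paper states that the mTORC1, MYC, E2F, interferon, complement and inflammatory terms differ between genotypes and that neural terms rise, and in each case the list here had the paper's direction and was called by camera with the preset correlation. With an estimated correlation none was called (adjusted p 0.479 to 0.731 in GCP-like cells and 0.406 and 0.410 for the neural lists of early GC-like cells), and the E2F, interferon and inflammatory calls were each lost when at least 1 of the mice was left out. The paper states that cells of each sample lie in all clusters, and here a mature cluster of 372 cells held cells of SmoM2-Ptenfl/fl mice alone.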

Other observations

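No test in this part was chosen after its result had been seen, except the level of genes of GCP-like cells in astrocyte-like cells. Early GC-like cells of SmoM2-Ptenfl/fl mice had higher levels of lipid synthesis, mTORC1 and early neuronal genes than those of SmoM2 mice. Of 33 genes of sterol and fatty acid synthesis, 10 were higher and 1 lower (13 and 1 when adjusted over the list alone, median log2 fold change 0.45, camera adjusted p = 1.3e-05, 0.452 with an estimated correlation). Acat2 (1.12), Fdps (1.11) and Mvk (1.08), which act in the mevalonate pathway, rose and Srebf1 (-2.13), a regulator of fatty acid synthesis, fell, but Acat2, Fdps and Mvk were not called without integration and Acat2 and Fdps not without SmoM2 replicate 2. Of 76 mTORC1 genes, 14 were higher and 3 lower (24 and 4 when adjusted over the list alone, median 0.32, camera adjusted p = 0.00092, 0.452 with an estimated correlation), and of 48 early neuronal genes, 15 were higher and 2 lower (22 and 3 when adjusted over the list alone, median 0.46, 0.488 with an estimated correlation, not called without integration). RNA of other cells was lower as well, with 10 of 17 mature granule cell genes lower and 1 higher (11 and 3 when adjusted over the list alone, median -1.41, -0.47 without cells called doublets and reversed to 0.68 without integration) and 7 of 13 Purkinje cell genes lower and 2 higher (8 and 2, median -1.58, not called in 6 of 14 alternatives), among them Pcp2 (-6.35), and the hemoglobin gene Hbb-bs (-6.65) fell too. The largest increases included Adipoq (2.91), which encodes adiponectin, Arg2 (2.79) and the chemokine gene Cxcl14 (2.70).

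Mature GC-like cells of SmoM2-Ptenfl/fl mice differed from those of SmoM2 mice in many gene lists, none of which was called with an estimated correlation (adjusted p 0.533 for the lists below). Of 47 early neuronal genes, 28 were higher and none was lower (30 and 1 when adjusted over the list alone, median 0.76, camera adjusted p = 4.1e-09), among them Robo2 (4.83), Tubb2b (4.27), Dcx (4.06) and Dpysl3 (3.96). Of 33 sterol and fatty acid synthesis genes, 25 were higher and none was lower (27 and none when adjusted over the list alone, median 0.87), among them Fads2 (3.22) and Cyp51 (1.98), of which Cyp51 was not called without integration. Of 18 SHH pathway targets, 12 were higher and none was lower (12 and none when adjusted over the list alone, median 1.78), among them Ccnd2 (3.29) and Mycn (2.77, not called without integration). Irf2 was lower in this class (-0.97, adjusted p = 0.0019 in edgeR), in early GC-like cells (-1.12, 0.0133) and in astrocyte-like cells (-1.46, 9.7e-05), while Pten was called in astrocyte-like cells (-0.55, 0.029, lost in DESeq2 and without SmoM2-Ptenfl/fl replicate 1 or either SmoM2 mouse) and had -0.15 (0.51) in mature and 0.07 (0.85) in early GC-like cells. Of 45 G2/M genes, 32 were higher and 1 lower (32 and 2 when adjusted over the list alone, median 1.67, camera adjusted p = 4.1e-09). Without integration the medians of the early neuronal, sterol, SHH and G2/M lists were 0.41, 0.44, 0.95 and 0.72, and fry did not call the last. The 2 genotypes filled different clusters of the mature class, so these values hold differences in the mix of cells. A mature cluster of few UMIs and a high mitochondrial share made up 45.1% and 27.2% of the class in SmoM2-Ptenfl/fl and 3.85% and 8.01% in SmoM2 mice, and 6 of 13 mitochondrial transcripts were higher and none lower (9 and none when adjusted over the list alone, median 0.80, 0.27 without integration), so signs of RNA quality move with the genotype here too.

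In astrocyte-like cells of SmoM2-Ptenfl/fl mice, 45 of 48 G2/M genes were higher and 1 lower (45 and 1 when adjusted over the list alone, median 3.92, camera adjusted p = 1.4e-27, 0.474 with an estimated correlation), as were 37 of 40 E2F targets with none lower (38 and none when adjusted over the list alone), and 32 of 48 early neuronal genes were higher with none lower (34 and none when adjusted over the list alone, median 1.26). Genes of GCP-like cells stood in these cells at a median of 28.2% and 19.9% of their GCP-like level in the 2 mice, and Mki67 was at 129 and 120 CPM against 469 and 539 CPM in GCP-like cells, so RNA of GCP-like cells is not ruled out as a source of the G2/M and E2F increases. Without integration the genotypes filled different astrocyte-like clusters, 2 of them with 487 and 424 cells of SmoM2 mice and 27 and 32 of SmoM2-Ptenfl/fl mice, and 1 with 22 and 271. The largest increases included the glial transcription factors Nkx6-2 (7.03), Olig1 (5.62) and Olig2 (5.56). In GCP-like cells, FOXO targets, which AKT signaling represses, were lower on balance, with 4 of 23 lower and 2 higher (7 and 2 when adjusted over the list alone, median -0.30, camera adjusted p = 0.037, not called with an estimated correlation, by fry or without SmoM2-Ptenfl/fl replicate 1 or either SmoM2 mouse). Pik3ip1 (-1.56), a negative regulator of PI3K, Fbxo32 (-0.81) and Sesn1 (-0.55) fell and Trib2 (0.86) rose, but the call of Sesn1 was lost without any 1 mouse and in cells with an eGFPcre UMI alone, that of Fbxo32 without either SmoM2-Ptenfl/fl mouse and that of Trib2 without SmoM2-Ptenfl/fl replicate 2. Of 21 p53 targets, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone, median 0.15, camera adjusted p = 0.051, called in 4 of 14 alternatives), among them Cdkn1a and Plk3 (1.32).

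From GCP-like to early GC-like cells of SmoM2-Ptenfl/fl mice, 27 of 33 sterol and fatty acid synthesis genes rose and 1 fell (median 0.82), while 38 of 43 genes of the ATF4 and amino acid response fell and 1 rose (39 and 1 when adjusted over the list alone, median -1.36), as did all 54 MYC targets (median -1.49) and 18 of 20 SHH pathway targets, with 2 higher (median -2.10). Of 88 ribosomal protein genes, which here include kinases of ribosomal protein S6, 81 fell and 7 rose.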
